# Oscillatory cAMP signaling rapidly alters H3K4 methylation

**DOI:** 10.26508/lsa.201900529

**Published:** 2019-12-27

**Authors:** Tyler C Huff, Vladimir Camarena, David W Sant, Zachary Wilkes, Derek Van Booven, Allegra T Aron, Ryan K Muir, Adam R Renslo, Christopher J Chang, Paula V Monje, Gaofeng Wang

## Abstract

Epigenetic variation reflects the impact of a dynamic environment on chromatin. However, it remains elusive how environmental factors influence epigenetic events. Here, we show that G protein–coupled receptors (GPCRs) alter H3K4 methylation via oscillatory intracellular cAMP. Activation of Gs-coupled receptors caused a rapid decrease of H3K4me3 by elevating cAMP, whereas stimulation of Gi-coupled receptors increased H3K4me3 by diminishing cAMP. H3K4me3 gradually recovered towards baseline levels after the removal of GPCR ligands, indicating that H3K4me3 oscillates in tandem with GPCR activation. cAMP increased intracellular labile Fe(II), the cofactor for histone demethylases, through a non-canonical cAMP target—Rap guanine nucleotide exchange factor-2 (RapGEF2), which subsequently enhanced endosome acidification and Fe(II) release from the endosome via vacuolar H^+^-ATPase assembly. Removing Fe(III) from the media blocked intracellular Fe(II) elevation after stimulation of Gs-coupled receptors. Iron chelators and inhibition of KDM5 demethylases abolished cAMP-mediated H3K4me3 demethylation. Taken together, these results suggest a novel function of cAMP signaling in modulating histone demethylation through labile Fe(II).

## Abstract (precis)

This work explores how GPCR-cAMP signaling dynamically influences histone methylation by altering intracellular labile Fe(II) levels and subsequently modulating histone demethylase activity.

## Introduction

Cellular systems constantly respond to a barrage of environmental stimuli by transducing extracellular signals into transcriptional changes. G protein–coupled receptors (GPCRs) are the largest and most diverse group of membrane receptors which sense extracellular changes by binding with specific ligands (Lefkowitz, 2007). The binding of agonists to Gs-coupled receptors elevates, whereas binding to Gi-coupled receptors suppresses, the second messenger cAMP to induce downstream molecular changes in response to environmental stimuli (Sutherland, 1970; Sunahara et al, 1996). Under physiological conditions, stimuli for GPCRs are often persistent and periodic which could result in a long-term oscillation of intracellular cAMP (Dyachok et al, 2006). Furthermore, activators or inhibitors of adenylate cyclases (ACs), which produce cAMP, and of phosphodiesterase (PDE), which degrade cAMP, can directly change the level of intracellular cAMP. For example, bicarbonate and caffeine both increase intracellular cAMP by activating soluble AC and inhibiting PDE, respectively. The signal transduction of GPCRs via cAMP has been extensively studied for decades and is thought to be well established. The impact of cAMP on gene transcription is considered to be mediated by three transcription factors (CREB, ATF1, and CRE) which can be phosphorylated by cAMP-dependent PKA (Montminy, 1997). The phosphorylation of these transcription factors generally activates gene expression and is thought to be the primary link between cAMP signaling and transcription (Sands & Palmer, 2008).

We recently reported that cAMP also influences transcription by promoting DNA hydroxymethylation, the initial step of active DNA demethylation (Camarena et al, 2017). This effect was found to be mediated by a cAMP-induced elevation of intracellular labile Fe(II), an essential cofactor for ten-eleven translocation (TET) methylcytosine dioxygenases responsible for DNA demethylation. TETs belong to the Fe(II) and 2-oxoglutarate (2OG, alternatively termed α-ketoglutarate)–dependent dioxygenase superfamily. Without Fe(II), the reaction catalyzed by these dioxygenases would be halted (Tahiliani et al, 2009). However, Fe(II) is tightly controlled in the cell largely because of its ability to produce free radicals through the Fenton reaction (Dunn et al, 2007). We showed that elevation of intracellular cAMP increases the intracellular labile Fe(II) pool, which further enhances DNA hydroxymethylation and changes the transcriptome (Camarena et al, 2017). Thus, environmental factors, by stimulating Gs-/Gi-coupled receptors or by directly affecting the activity of AC/PDE, could alter the intracellular labile Fe(II) pool, DNA methylation, and gene transcription via the second messenger cAMP.

JmjC domain–containing histone demethylases, such as TETs, also belong to the Fe(II) and 2OG–dependent dioxygenase superfamily, indicating that labile Fe(II) is essential for JmjC-mediated histone demethylation (Tsukada et al, 2006). This raises a possibility that cAMP signaling might also regulate histone demethylation. Here, we report that activation of Gs-coupled receptors caused a rapid loss of histone methylation, especially H3K4me3, an effect that was mimicked by cAMP analogues and forskolin but was blocked by AC inhibition. Conversely, stimulation of Gi-coupled receptors quickly elevated H3K4me3, which is inhibited by forskolin. The effect of cAMP signaling on H3K4me3 was mediated by labile Fe(II) and was blocked by iron chelators. In the absence of Fe(III) in the medium, activation of Gs-coupled receptors no longer augmented the intracellular labile Fe(II) pool. Knockout of Rap guanine nucleotide exchange factor-2 (RapGEF2) abolished the effect of cAMP signaling on vacuolar H^+^-ATPase assembly, endosome acidification, and subsequent intracellular labile Fe(II) elevation. Upon ligand removal, H3K4me3 gradually recovers towards baseline levels. Collectively, this study may provide insight into the regulation of histone demethylation by cAMP signaling, which could be implicated in human health and disease.

## Results

### cAMP rapidly and specifically reduces H3K4 methylation

We previously reported that intracellular cAMP elevation induces DNA demethylation in a variety of cell types by augmenting the intracellular labile Fe(II) pool (Camarena et al, 2017). Since JmjC domain-containing histone demethylases require Fe(II) as an essential cofactor, we speculated if cAMP could also alter histone demethylation. To test this hypothesis, we treated cultured Schwann cells with membrane-permeable cAMP analogue 8-CPT-cAMP (hereafter denoted as cAMP) and assessed levels of four well-characterized histone 3 (H3) trimethylation marks: H3K4me3, H3K9me3, H3K27me3, and H3K36me3. Prolonged cAMP treatment (8–48 h) led to a reduction in H3K4me3, but not other trimethylation marks (Fig 1A and B). A comparable change in H3K4me3 was also observed using immunofluorescence (IF) (Fig S1). Our existing RNA-seq data revealed that the top three highly expressed JmjC domain-containing histone demethylases in Schwann cells are KDM5A, KDM5B, and KDM5C, which preferentially demethylate H3K4. In comparison, the level of KDM5 expression is 3.2–47.5-fold of other KDMs (Table S1), which may explain at least partially that cAMP signaling causes a significant decrease in H3K4me3 in Schwann cells compared with other methylated histone marks.

Table S1 KDM expression profile in Schwann cells (Length-adjusted read counts per million [RCPM]).

**Figure 1.**
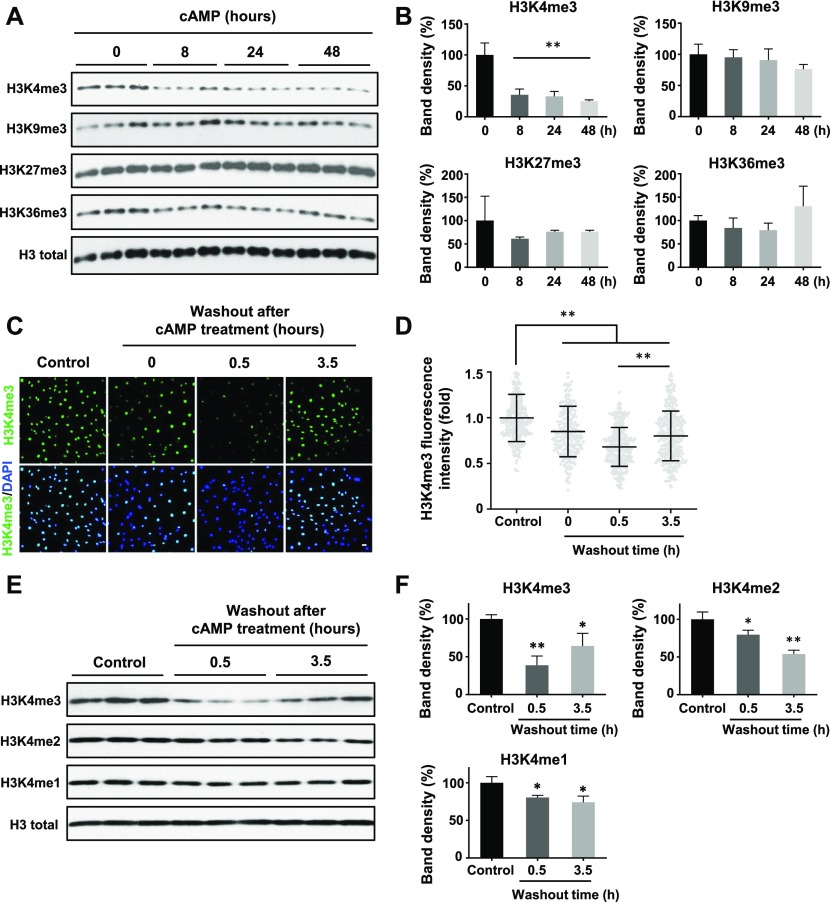
cAMP decreases H3K4 trimethylation. **(A)** Immunoblot of histone trimethylation marks in Schwann cells treated with membrane-permeable 8-CPT-cAMP (100 μM) for various times. **(B)** Band density quantifications show that cAMP treatment reduces H3K4me3 but not H3K9me3, H3K27me3, or H3K36me3 in Schwann cells (n = 3). **(C)** IF of H3K4me3 after cAMP (50 μM) treatment followed by washout. **(D)** Quantification of IF shows that H3K4me3 is markedly decreased 30 min after washout, which rebounds towards baseline levels after 3 h 30 min (n > 250 data points per condition). **(E)** Immunoblot of H3K4 methylation marks in Schwann cells after cAMP (50 μM) treatment followed by washout. **(F)** Band density quantifications show that unlike H3K4me3, which decreases then recovers towards baseline levels, H3K4me2 and H3K4me1 are reduced but without obvious recovery towards the baseline after 3 h 30 min washout after treatment (n = 3). *P < *0.5*, **P < *0.01*. Statistical differences were determined by one-way ANOVA. All data are means ± SD. Scale bar = 20 μm.

**Figure S1.**
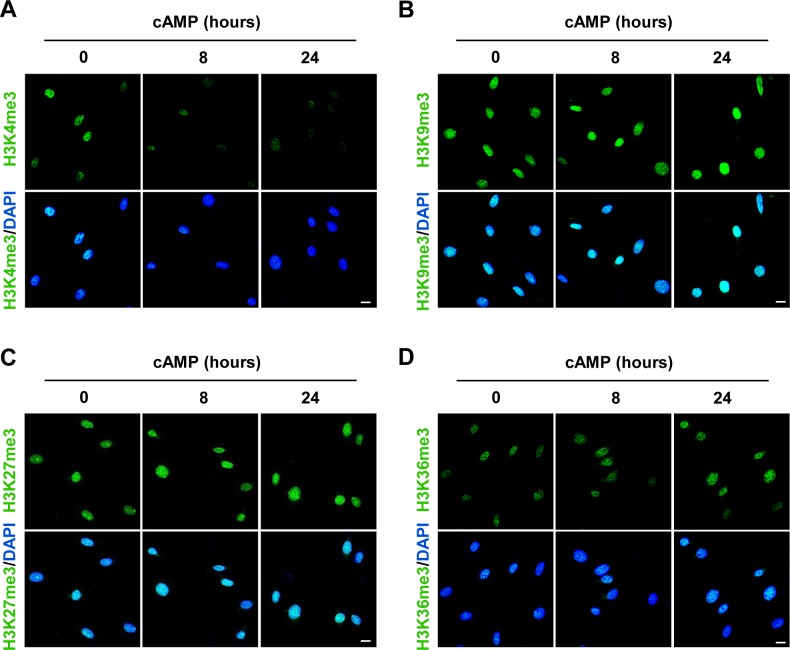
cAMP decreases H3K4 trimethylation. **(A, B, C, D)** IF shows that cAMP (100 μM) treatment induces persistent demethylation of H3K4me3 but not other trimethylation marks in Schwann cells. Scale bar = 10 μm.

Intracellular cAMP levels vary according to cell type, ranging from 10 nM to 10–50 μM after stimulation of Gs-coupled receptors (Conti et al, 2014). Because the cellular permeability of 8-CPT-cAMP is ∼20% (Werner et al, 2011), treatment with 100 μM 8-CPT-cAMP can increase intracellular cAMP to ∼20 μM, which is within the endogenous range. We next tested if alterations in endogenous cAMP affect H3K4me3. Treatment with AC activator forskolin and PDE inhibitors caffeine and 3-isobutyl-1-methylxanthine (IBMX), all agents that increase intracellular cAMP, caused rapid loss of H3K4me3 (Fig S2). These results suggest that cAMP specifically reduces global H3K4me3 in Schwann cells and that continuous cAMP treatment maintains this status.

**Figure S2.**
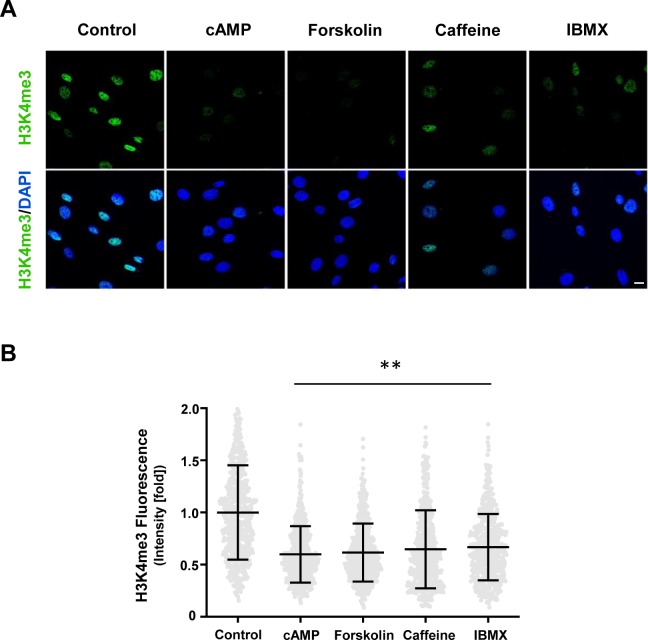
Modulators of intracellular cAMP alter H3K4me3. **(A, B)** IF and quantification show that treatment with cAMP (100 μM), AC activator forskolin (10 μM), and PDE inhibitors caffeine and IBMX (100 μM) for 8 h decreases H3K4me3 (*N* > 250 data points per condition) in Schwann cells. **P < 0.01. Statistical differences were determined by one-way ANOVA. Data represented are mean ± SD. Scale bar = 10 μm.

We then focused on H3K4me3 by first testing how quickly H3K4me3 was altered upon cAMP treatment. cAMP induced maximal H3K4me3 demethylation as early as 30 min of continuous treatment (Fig S3). Intracellular cAMP often oscillates under physiological conditions (Dyachok et al, 2006). To mimic this condition, the cells were briefly treated with cAMP which was subsequently removed by washout and medium change. Although short (30 min) treatment with cAMP reduced H3K4me3, levels of H3K4me3 appeared to rebound back towards baseline 3 h 30 min after washout (Fig 1C and D). We also tested A2058 melanoma cells which, like Schwann cells, are of neural crest origin and may express similar JmjC domain–containing histone demethylases and, therefore, exhibit H3K4me3 demethylation upon cAMP treatment. The rapid reduction in H3K4me3, but not other trimethylation marks, was also observed in A2058 cells along with a swift recovery towards baseline levels after cAMP removal (Fig S4). Collectively, these results suggest that cAMP quickly triggers a global reduction in H3K4me3, which is not limited to Schwann cells but is likely a general effect of cells that express similar demethylase profiles.

**Figure S3.**
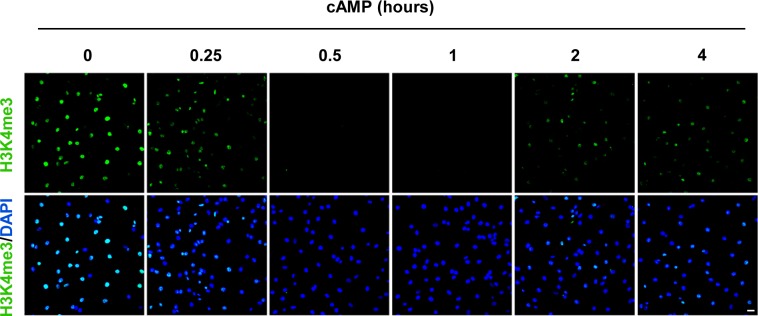
cAMP time-dependently decreases H3K4me3. cAMP (100 μM) induced maximal H3K4me3 demethylation as early as 30 min of continuous treatment. After treatment for 2 h, H3K4me3 reemerges in Schwann cells. Scale bar = 20 μm.

**Figure S4.**
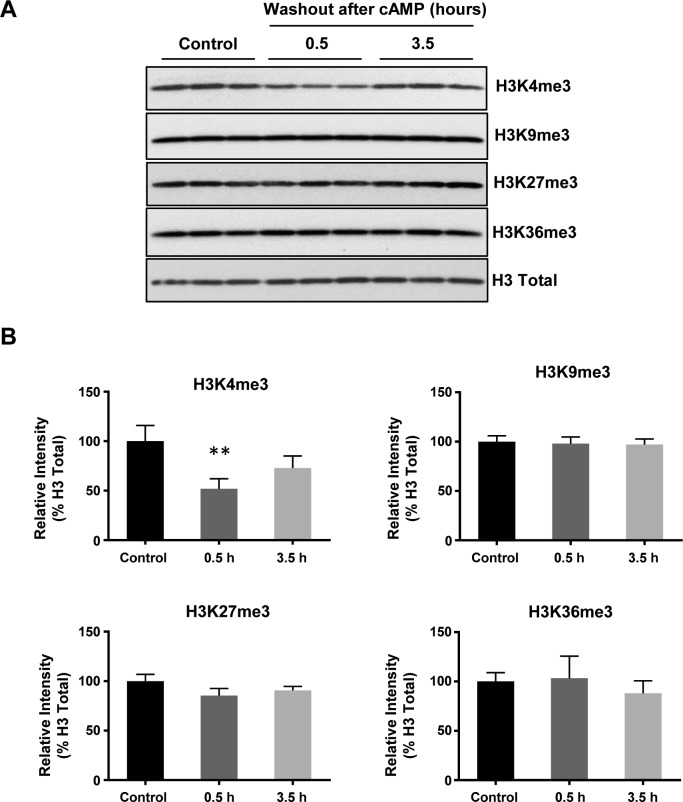
cAMP decreases H3K4 trimethylation in A2058 melanoma cells. **(A, B)** Immunoblot and band density quantification show that H3K4me3 is significantly decreased after treatment with cAMP (100 μM) for 30 min after washout, which recovers towards the baseline after 3 h 30 min. Other histone trimethylation marks, including H3K9me3, H3K27me3, and H3K36me3 remain largely unchanged in A2058 melanoma cells. **P < 0.01. Statistical differences were determined by one-way ANOVA. Data represented are mean ± SD.

To assess global changes in H3K4 methylation after cAMP stimulation, we then measured H3K4me2 and H3K4me1. Comparatively, both H3K4me2 and H3K4me1 only slightly decreased upon cAMP treatment. Unlike H3K4me3, after removal of cAMP for 3 h 30 min, H3K4me2 and H3K4me1 levels remained low without obvious recovery towards baseline levels (Fig 1E and F). These data show that methylation at H3K4, especially H3K4me3, fluctuates rapidly and dynamically in response to cAMP.

### Gs-/Gi-coupled receptors regulate H3K4me3

The signaling of Gs- or Gi-coupled receptors is mainly mediated by cAMP, the second messenger. These receptors either increase intracellular cAMP by activating AC or decrease intracellular cAMP by inhibiting AC. We reasoned that because H3K4me3 decreases upon elevation of intracellular cAMP after treatment with membrane-permeable cAMP, AC activators, and PDE inhibitors, then perhaps GPCRs may also regulate H3K4me3. We first tested Gs-coupled calcitonin gene-related peptide (CGRP) receptors that have been shown to elevate intracellular cAMP in Schwann cells (Cheng et al, 1995). We found that stimulation with CGRP dose-dependently decreased H3K4me3 (Fig S5). Brief stimulation with CGRP (30 min) followed by washout caused a reduction in H3K4me3 30 min after washout (Fig 2A and C). Similar to exogenous cAMP treatment, H3K4me3 levels began to rebound towards the baseline after washout for 3 h 30 min. The reduction of H3K4me3 was also observed after stimulation of β-adrenergic receptor, another Gs-coupled receptor expressed in Schwann cells (Fig S6). To test if cAMP indeed mediated the effect of Gs-coupled receptors on H3K4me3, an AC inhibitor was applied before agonist stimulation. Treatment with AC inhibitor SQ22536 abolished the reduction of H3K4me3 induced by CGRP or isoproterenol and H3K4me3 levels rebounded even higher than the baseline after ligand removal for 3 h 30 min (Figs 2A and C, and S6). These results suggest that Gs-coupled receptors, via cAMP, rapidly reduce H3K4me3.

**Figure S5.**
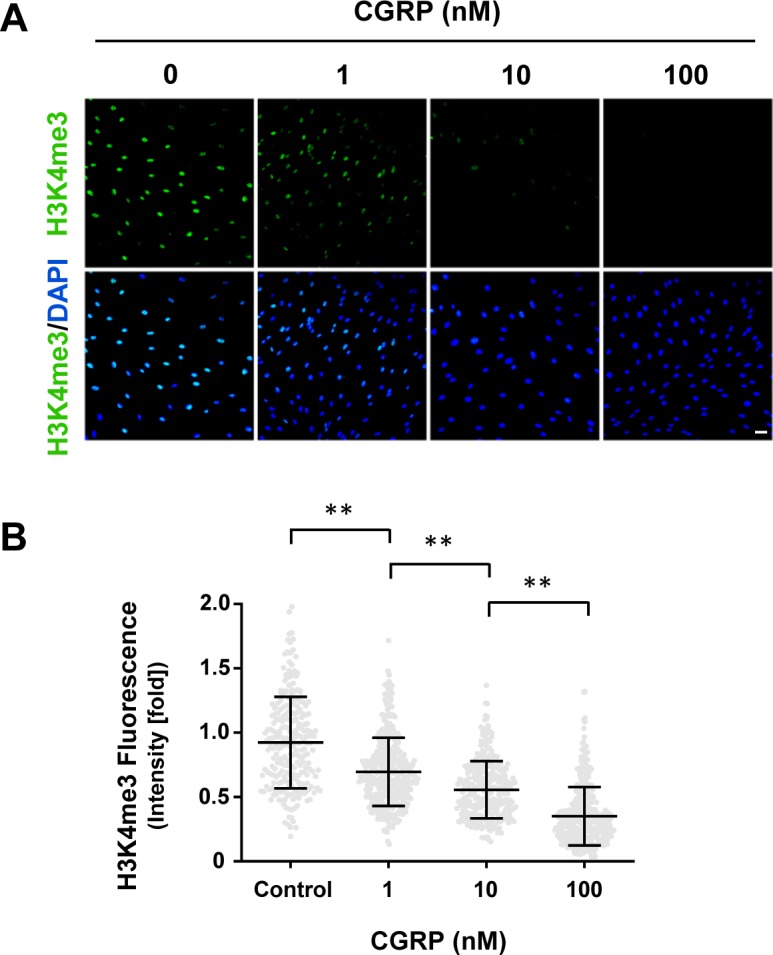
Gs-coupled receptor agonist CGRP dose-dependently decreases H3K4me3. **(A, B)** IF and quantification show that CGRP dose-dependently decreases H3K4me3 in Schwann cells after 2 h of treatment. **P < 0.01. Statistical differences were determined by one-way ANOVA. Data represented are mean ± SD. Scale bar = 20 μm.

**Figure 2.**
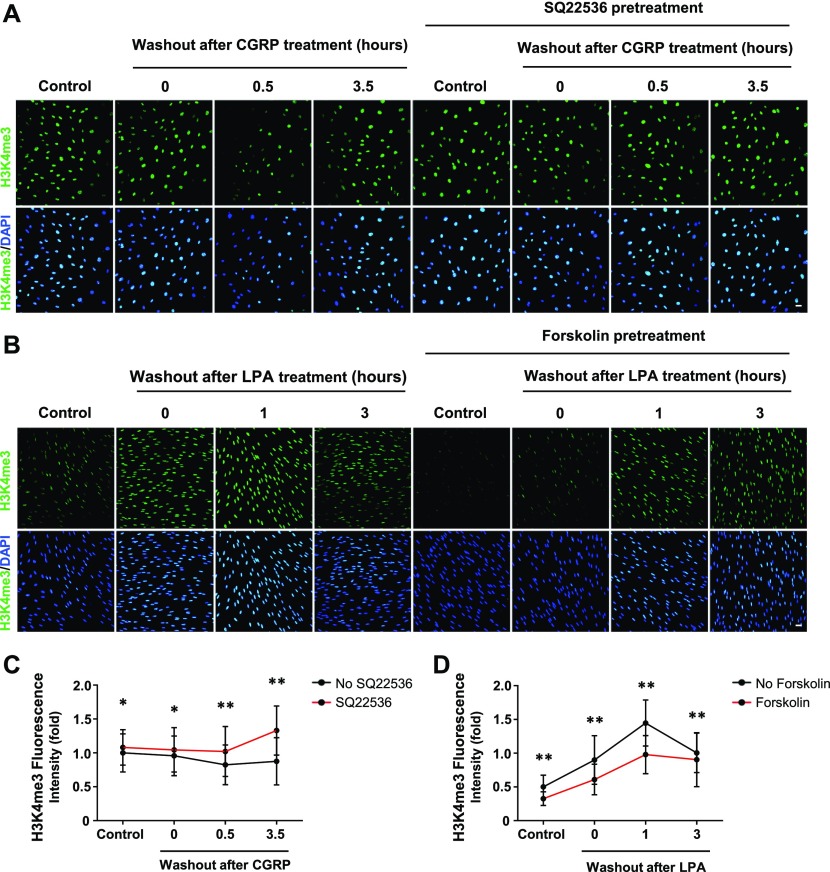
GPCR stimulation alters H3K4 trimethylation. **(A)** IF of H3K4me3 after CGRP (10 nM) treatment for 30 min followed by washout, with or without pretreatment of AC inhibitor SQ22536 (100 μM). **(B)** IF of H3K4me3 after LPA (2 μM) treatment for 1 h followed by washout, with or without pretreatment of AC activator forskolin (10 μM). **(C)** Quantification of IF shows that brief stimulation with G_s_-coupled receptor ligand CGRP followed by washout induces peak demethylation of H3K4me3 at 30 min after washout. Pretreatment with SQ22536 abolishes CGRP-induced H3K4me3 reduction (n > 250 data points per condition). **(D)** Quantification of IF shows that stimulation with G_i_-coupled receptor ligand LPA (2 μM) followed by washout promotes massive H3K4 trimethylation 1 h after washout which retreats towards baseline levels after 3 h. Pretreatment with forskolin abrogates LPA-induced H3K4 trimethylation 1 h after washout (n > 250 data points per condition). *P < *0.5*, **P < *0.01*. Statistical differences were determined by two-way ANOVA. All data are means ± SD. Scale bar = 20 μm.

**Figure S6.**
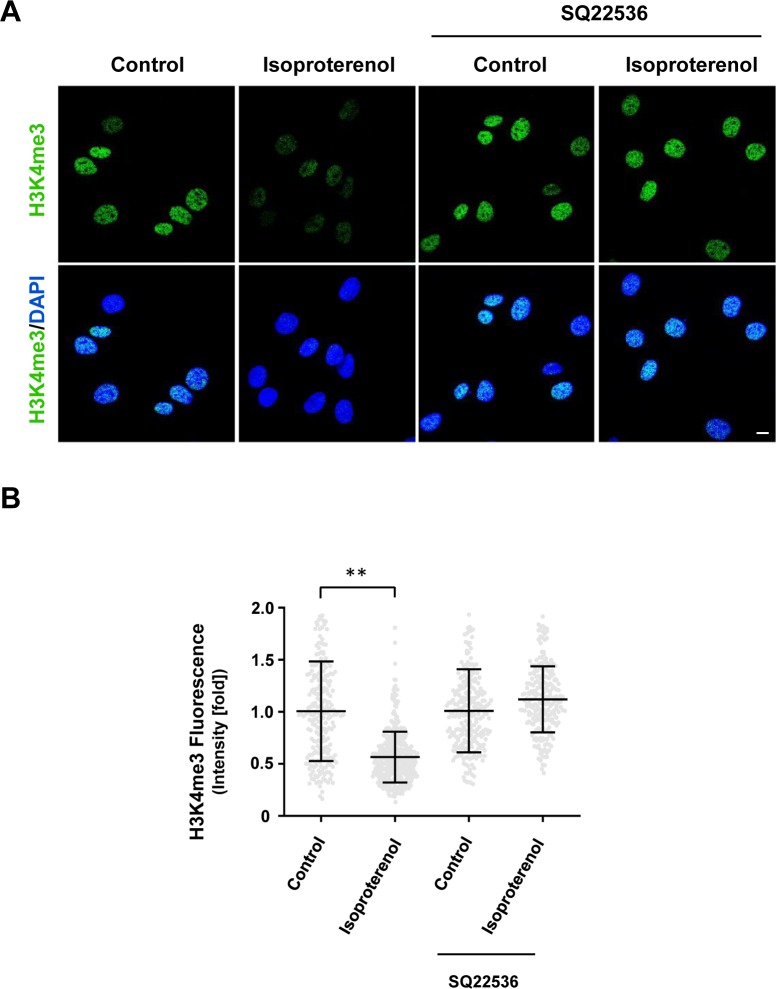
Gs-coupled receptor agonist isoproterenol induces H3K4me3 demethylation. **(A, B)** IF and quantification show that AC inhibitor SQ22536 abolishes the reduction of H3K4me3 in Schwann cells induced by Gs-coupled receptor ligand isoproterenol (10 μM). **P < 0.01. Statistical differences were determined by two-way ANOVA. Data represented are mean ± SD. Scale bar = 10 μm.

If Gs-coupled receptors reduce H3K4me3 by up-regulating intracellular cAMP, Gi-coupled receptors could conversely increase H3K4me3 by down-regulating intracellular cAMP. We then tested Gi-coupled lysophosphatidic acid receptors (LPAR_1_ and LPAR_3_), which have been shown to diminish intracellular cAMP in Schwann cells (Anliker et al, 2013). LPA treatment (1 h) caused an increase in H3K4me3 after washout for 1 h. The level of H3K4me3 consequently declined towards the baseline after washout for 3 h (Fig 2B and D). Furthermore, pretreatment with the AC activator forskolin hindered the effect of LPA on H3K4me3 (Fig 2B and D), suggesting that Gi-coupled receptors, via cAMP, quickly increase H3K4me3. Taken together, these data suggest that Gs-/Gi-coupled receptors regulate H3K4me3.

### Rapid labile Fe(II) elevation underpins cAMP-induced H3K4me3 demethylation

JmjC-mediated histone demethylation requires the following components: the enzyme JmjC domain–containing histone demethylases (various kinds expressed in most cells), the substrate-methylated lysine in histones (abundant in the chromatin), the cofactor Fe(II), the co-substrate 2OG (abundant in healthy cells), and oxygen (accessible to cultured cells). Of all these components, Fe(II) is tightly controlled in the cell because of its ability to produce free radicals through the Fenton reaction (Dunn et al, 2007). Given the observation that H3K4me3 is rapidly altered by cAMP signaling (within 1 h), new protein synthesis is unlikely to participate in this regulation. Our earlier work shows that cAMP promotes TET-mediated DNA demethylation by elevating labile Fe(II) (Camarena et al, 2017), which was measured by Trx-Puro probes (Spangler et al, 2016) after cAMP analogue or GPCR ligand treatment for more than 3 h. It is plausible that the effect of cAMP on histone demethylation is also mediated by labile Fe(II). However, it is unclear if cAMP can induce a rapid change in labile Fe(II).

We used a newly developed FIP-1 probe to measure intracellular labile Fe(II) after cAMP stimulation. This probe is a highly sensitive Fe(II) sensor which uses fluorescence resonance energy transfer (FRET) to measure changes in labile Fe(II) in real time using microscopy (Aron et al, 2016). cAMP stimulation for 30 min induced a near 20% peak increase in labile Fe(II) (Fig 3A and B). Levels of labile Fe(II) began to decline to the baseline after washout for 1 h. The transient elevation of labile Fe(II) caused by brief cAMP treatment is correlated with H3K4me3 reduction induced by the same treatment. Furthermore, LPA treatment, via Gi-coupled LPAR_1_ and LPAR_3_, diminished intracellular labile Fe(II) (Fig S7), which is also associated with H3K4me3 up-regulation. These results indicate a dynamic relationship between levels of cAMP and the intracellular labile Fe(II) pool.

**Figure 3.**
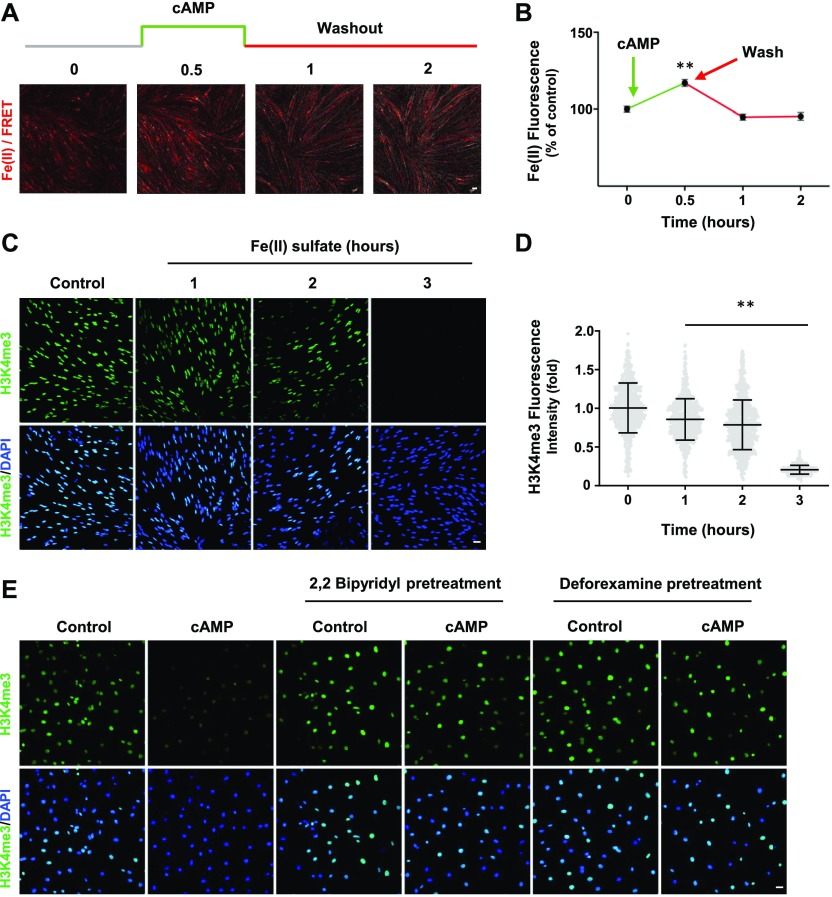
Intracellular labile Fe(II) mediates cAMP-induced H3K4me3 demethylation. **(A)** Live imaging of Schwann cells pretreated with the Fe(II)-sensitive FIP-1 probe and briefly treated with cAMP (100 μM) followed by washout. Images represent the ratio of the Fe(II) channel/FRET channel (pseudo-colored red/yellow). Increased red/yellow signal indicates an increase in intracellular Fe(II). **(B)** Fluorescence quantification shows that cAMP treatment induces a peak increase of labile Fe(II) 30 min after washout which dissipates within 1 h (n > 250 data points per condition). **(C)** IF of H3K4me3 after Fe(II) sulfate (0.1 μM) treatment for various times. **(D)** Quantification of IF shows that Fe(II) sulfate decreases H3K4me3 in a time-dependent manner (n > 250 data points per condition). **(E)** Pretreatment with iron chelators 2,2 bipyridyl and deforexamine (20 μM) abolishes cAMP-induced H3K4me3 demethylation. *P < *0.5*, **P < *0.01*. Statistical differences were determined by one-way ANOVA. All data are means ± SD. Scale bar = 20 μm.

**Figure S7.**
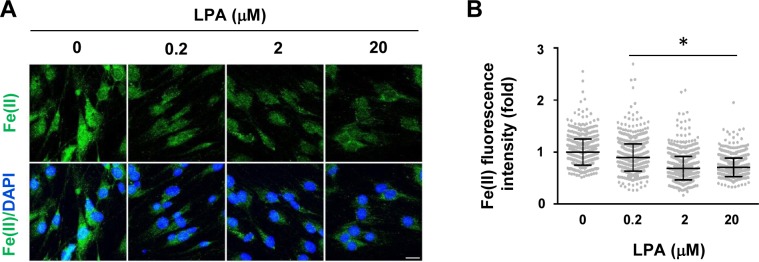
Gi-coupled receptor agonist LPA decreases labile Fe(II). **(A, B)** LPA dose-dependently decreases intracellular labile Fe(II) in Schwann cells as detected by Trx-Puro probes shown by IF and quantification. *P < 0.05. Statistical differences were determined by one-way ANOVA. Data represented are mean ± SD. Scale bar = 10 μm.

We then tested whether elevated labile Fe(II) mediates the effect of cAMP on H3K4me3. Fe(II), which is scarce in the extracellular milieu in vivo, can directly enter into the cell through divalent metal cation transporter 1 (DMT1) (De Domenico et al, 2008). The addition of Fe(II) to the cell media resulted in a time-dependent decrease in H3K4me3 levels (Fig 3C and D). Conversely, the addition of iron chelators 2,2 bipyridyl and deforexamine before cAMP stimulation abolished the effect of cAMP on H3K4me3 (Fig 3E). Overall, these data suggest that cAMP rapidly elevates the intracellular labile Fe(II) pool, which consequently induces H3K4me3 demethylation.

The canonical cAMP signaling involves PKA, cyclic nucleotide-gated channels (CNGCs), and exchange protein directly activated by cAMP (Epac) (Gloerich & Bos, 2010). To assess whether these canonical targets of cAMP underlie cAMP-mediated demethylation of H3K4me3, we pretreated cells with the Epac inhibitor ES109, PKA inhibitors KT5720 and H89, or CNGC blocker l-cis-diltiazem. Pretreatment with any of these inhibitors and blocker did not sufficiently block cAMP-mediated H3K4me3 reduction (Fig S8). This is consistent with our previous report that cAMP elevates labile Fe(II) via a non-canonical pathway. Collectively, our data suggest that cAMP induces H3K4me3 demethylation by augmenting the intracellular labile Fe(II) pool and that this phenomenon occurs independently of the canonical cAMP signaling pathway.

**Figure S8.**
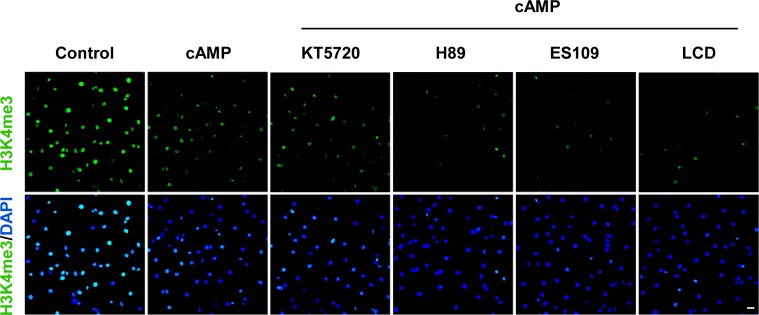
cAMP reduces H3K4me3 independently of canonical cAMP pathways. Pretreatment with PKA inhibitors (KT5720 [2 μM], H89 [20 μM]), Epac inhibitor ESI09 (10 μM), or CNGC blocker l-cis-diltiazem (10 μM) for 20 min before cAMP addition showed no effect on H3K4me3 reduction induced by cAMP (100 μM) treatment in Schwann cells. Scale bar = 20 μm.

### cAMP signaling elevates labile Fe(II) via RapGEF2-dependent V-ATPase assembly

Intracellular labile Fe(II) is largely governed by Fe(III) uptake from the extracellular space and subsequent reduction to Fe(II) in the endosome. We, therefore, tested whether extracellular Fe(III) was required for cAMP-induced intracellular Fe(II) elevation. In the absence of Fe(III) in the media, isoproterenol, a ligand for Gs-coupled β-adrenergic receptors which increase intracellular cAMP, no longer elevated intracellular labile Fe(II) in Schwann cells (Fig 4A), suggesting that cellular iron uptake is indeed involved in the up-regulation of Fe(II) by cAMP signaling.

**Figure 4.**
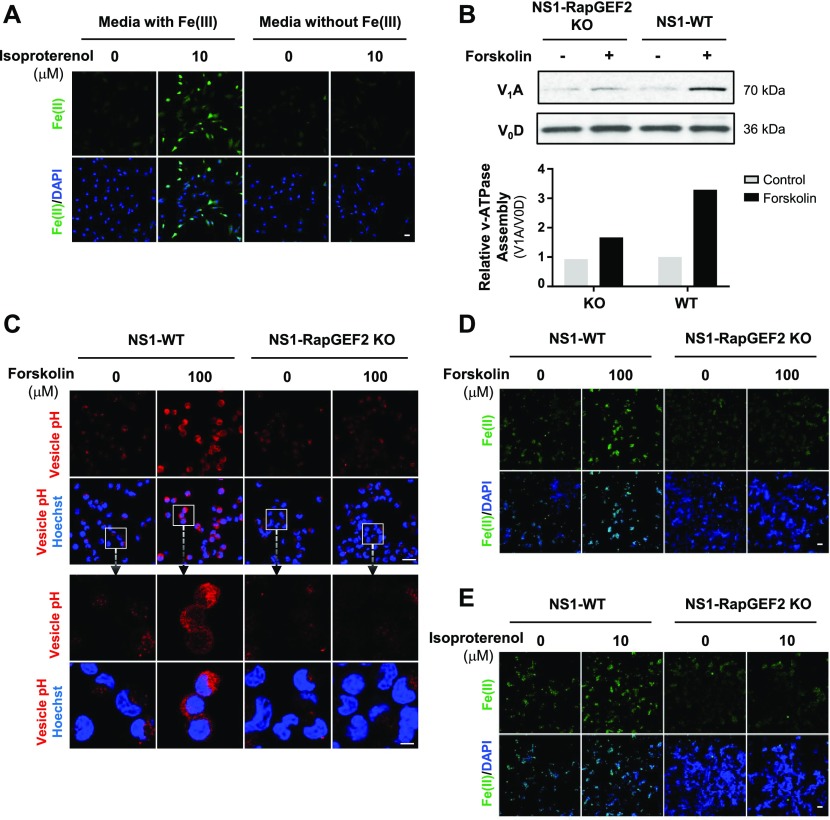
cAMP-induced Fe(II) elevation is likely mediated by RAPGEF2 and endosome acidification. **(A)** IF of labile Fe(II) using TRX-Puro ferrous iron probe in Schwann cells cultured in media containing Fe(III) or media without Fe(III) then treated with Gs-coupled receptor ligand isoproterenol (10 μM). Scale bar = 20 μm. **(B)** Immunoblot of V-ATPase subunits V_1_A and V_0_D in wild-type NS1 cells (NS1-WT) and RapGEF2 knockout cells (NS1-RapGEF2 KO) treated with forskolin (100 μM). Band density quantifications of the relative ratio between V_1_A and V_0_D show that forskolin treatment promotes vATPase assembly in NS1-WT cells but is ablated in NS1-RapGEF2 KO cells. **(C)** Fluorescence-based vesicular pH probe signal after forskolin (100 μM) treatment in NS1-WT and NS1-RAPGEF2 KO cells. Red fluorescence increases when the pH decreases from 8 to 4. Scale bar = 40 μm. Boxes enclose high magnification images of cells and endocytotic vesicles. Scale bar = 100 μm. **(D)** IF of labile Fe(II) using TRX-Puro ferrous iron probe in NS1-WT and RAPGEF2 KO cells after forskolin (100 μM) treatment. Scale bar = 10 μm. **(E)** IF of labile Fe(II) using TRX-Puro ferrous iron probe in NS1 WT and RAPGEF2 KO cells after treatment with isoproterenol. Scale bar = 10 μm.

Fe(III) is internalized via transferrin–transferrin receptor-mediated endocytosis, which localizes to the endosome. There, endosome acidification by the vacuolar H^+^-ATPase (V-ATPase) causes release of Fe(III) from transferrin and is subsequently converted to Fe(II) (Nishi & Forgac, 2002). We previously showed that cAMP signaling enhances endosome acidification and that silencing of RapGEF2, a non-canonical target of cAMP, abolishes the effect of cAMP on endosome acidification and labile Fe(II) (Camarena et al, 2017). However, it remains largely unclear how cAMP signaling affects the acidification of endosomes. It is plausible that cAMP signaling may induce endosome acidification by affecting the function or the assembly of V-ATPase. We tested if cAMP signaling changes V-ATPase assembly by assessing V-ATPase subunit V_1_A abundance in endosome-enriched cellular fractions as a measure of assembly and V_0_D as a loading control (McGuire & Forgac, 2018). RapGEF2 knockout neuroscreen-1 (NS1-RapGEF2 KO) cells and the wild-type NS-1 (NS1-WT) control cells were used in this experiment (Emery et al, 2013; Jiang et al, 2017). We found that forskolin treatment induced massive up-regulation of V-ATPase subunit V_1_A in the membrane fraction of NS1-WT cells, indicating increased V-ATPase assembly. The enhanced V-ATPase assembly was verified in HEK-293 cells after treatment with isoproterenol (Fig S9). However, forskolin-induced V-ATPase assembly was attenuated in RapGEF2 knockout NS1 cells (NS1-RapGEF2 KO) cells (Fig 4B). These results suggest that cAMP signaling promotes V-ATPase assembly and is likely dependent on RapGEF2.

**Figure S9.**
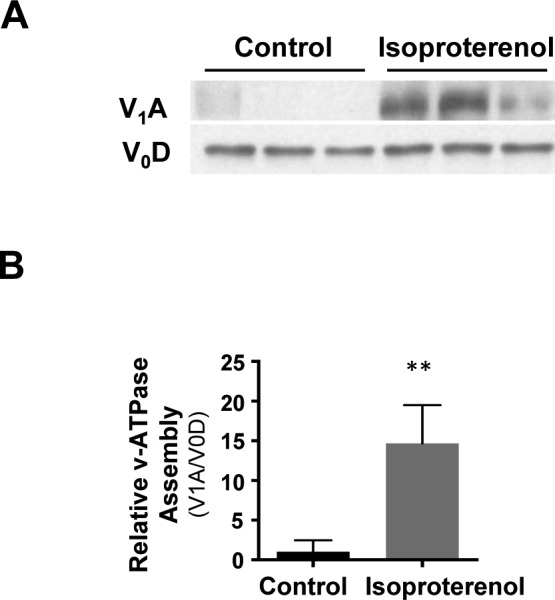
Activation of Gs-coupled receptors enhances v-ATPase assembly. **(A, B)** Treatment of HEK-293 cells with Gs-coupled β-adrenergic receptor ligand isoproterenol (10 μM) increases v-ATPase subunit V_1_A in the membrane fraction of NS1-WT cells, indicating an up-regulation of v-ATPase assembly. **P < 0.01. Statistical differences were determined by *t* test. Data represented are mean ± SD.

By ablation of cAMP-induced V-ATPase assembly, knockout of RapGEF2 could further impair endosome acidification. Indeed, we found that deletion of RapGEF2 abolished forskolin-induced endocytotic vesicle acidification compared with the wild-type cells (NS1-WT) (Fig 4C). It is known that Fe(II) release from the endosome into the intracellular labile Fe(II) pool relies on endosome acidification. In wild-type cells, forskolin treatment up-regulated labile Fe(II). In contrast, the same treatment failed to increase labile Fe(II) in RapGEF2 knockout cells (Fig 4D). Similarly, treatment with Gs-coupled ligands isoproterenol or CGRP induces up-regulation of labile Fe(II) in NS1-WT cells, whereas this effect was abolished in cells lacking RapGEF2 (Figs 4E and FigsS10). Collectively, these data suggest that cAMP induces RapGEF2-dependent V-ATPase assembly which consequently up-regulates endosome acidification and labile Fe(II)—the cofactor for JmjC domain–containing histone demethylases.

**Figure S10.**
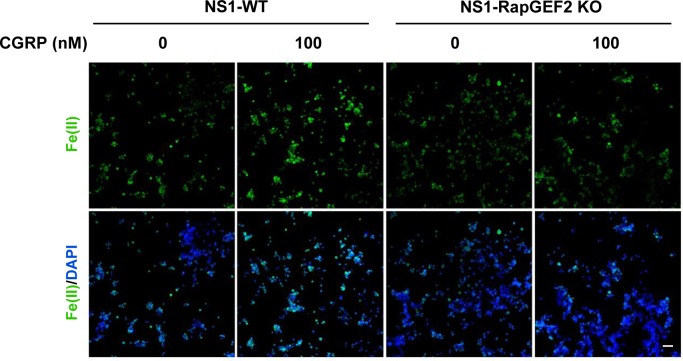
RapGEF2 deletion abolishes CGRP-induced Fe(II) elevation. IF of labile Fe(II) using TRX-Puro ferrous iron probe in NS1-WT and RAPGEF2 KO cells after treatment with Gs-coupled receptor ligand isoproterenol. CGRP elevates Fe(II) in NS1-WT cells but is abolished in NS1-RapGEF2 KO cells. Scale bar = 20 μm.

### Rapid H3K4me3 demethylation and subsequent recovery are mediated by KDM5 and histone methyltransferases (HMTs)

The dynamics of H3K4me3 are governed by the activities of HMTs and JmjC domain–containing demethylases. Again, we probed our existing RNA-seq data and found that the top three highest expressed JmjC domain–containing histone demethylases in Schwann cells are KDM5A, KDM5B, and KDM5C, which preferentially demethylate H3K4 (Table S1) (Brier et al, 2017). It could be that KDM5 is responsible for the rapid decrease of H3K4me3 caused by cAMP signaling. To test this hypothesis, we pretreated Schwann cells with a pan KDM5 inhibitor KDOAM-25. Without KDOAM-25 pretreatment, short-term cAMP treatment causes a rapid reduction in H3K4me3 at 30 min after washout which rebounds towards baseline levels after 3 h 30 min. In comparison, pretreatment with KDOAM-25 completely abolished the effect of cAMP on H3K4me3 (Fig 5A and C). We then used siRNA silencing of KDM5A/B/C isoforms to further validate their role in cAMP-induced H3K4me3 demethylation. cAMP caused significant H3K4me3 demethylation in Schwann cells, provided no siRNA or treated with non-targeting (Scramble) siRNA. However, treatment with KDM5 siRNA abolished cAMP-induced H3K4me3 demethylation (Fig S11). Considering that the expression of KDM5 remains relatively unchanged after cAMP treatment (Camarena et al, 2017), these results suggest that upon brief cAMP signaling and subsequent transient labile Fe(II) up-regulation, the catalytic activity of KDM5 is enhanced and H3K4me3 is subsequently demethylated.

**Figure 5.**
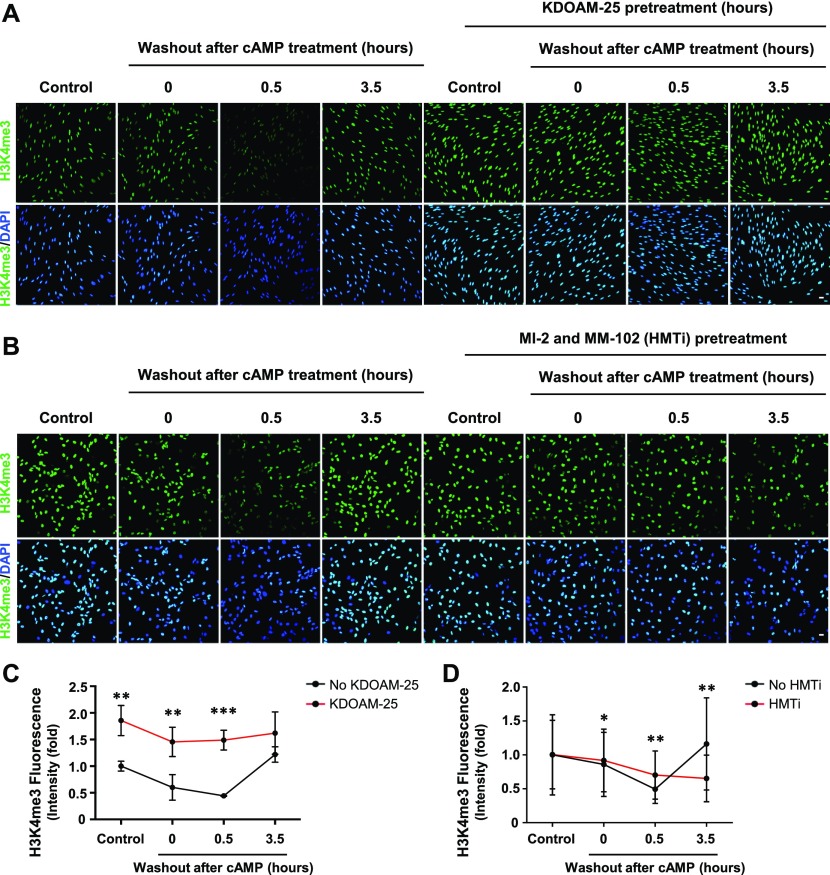
KDM5 demethylases and histone methyltransferases underlie H3K4me3 dynamics after cAMP treatment. **(A)** IF of H3K4me3 after 8-CPT-cAMP (50 μM) treatment for 30 min followed by washout, with or without pretreatment of KDM5 inhibitor KDOAM-25 (100 μM). **(B)** IF of H3K4me3 after 8-CPT-cAMP (50 μM) treatment for 30 min followed by washout, with or without pretreatment of HMT inhibitors MI-2 (20 μM) and MM-102 (20 μM). **(C)** Quantification of IF shows that brief treatment with cAMP followed by washout induces peak demethylation of H3K4me3 30 min after washout. Pretreatment with pan KDM5 demethylase inhibitor KDOAM-25 abolishes the effect of cAMP on H3K4me3 (n > 250 data points per condition). **(D)** Quantification of IF shows that pretreatment with HMT inhibitors MI-2 and MM-102 blocks the restoration of H3K4me3 after 3 h 30 min and slightly hinders cAMP-induced H3K4me3 demethylation at 30 min after washout (n > 250 data points per condition). *P < *0.5*, **P < *0.01*. Statistical differences were determined by two-way ANOVA. All data are means ± SD. Scale bar = 20 μm.

**Figure S11.**
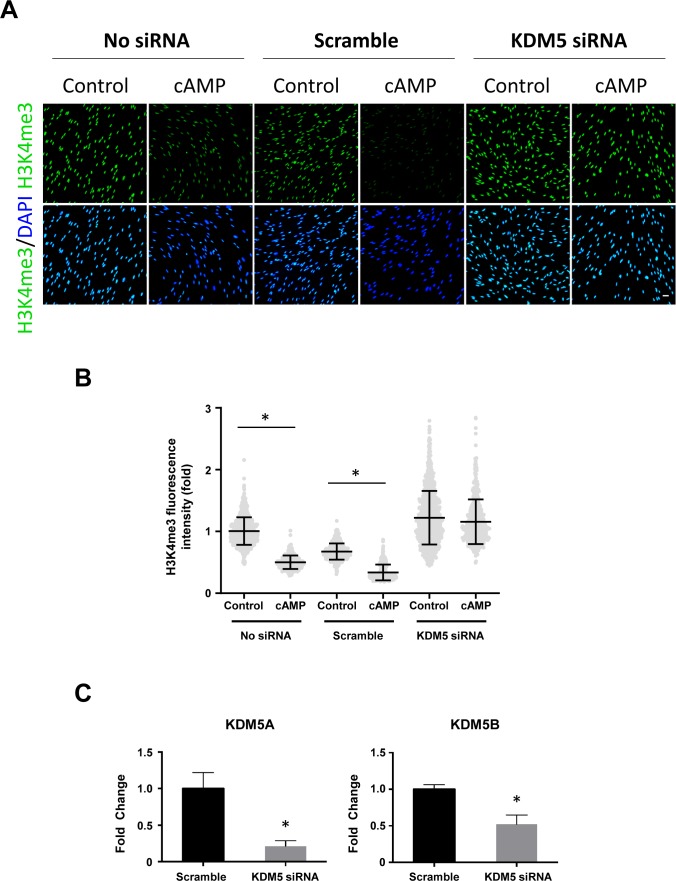
KDM5 silencing abolishes cAMP-induced H3K4me3 demethylation. **(A, B)** IF and quantification show that whereas cAMP (50 μm, 8 h) induces demethylation of H3K4me3 in No siRNA and scramble siRNA conditions, treatment with KDM5A/B/C siRNA abolishes cAMP-induced demethylation. **(C)** qPCR analysis shows that Schwann cells treated with KDM5 siRNA showed significant knockdown of KDM5A and KDM5B compared with non-targeting Scramble siRNA after cAMP treatment. *P < 0.05. Statistical differences were determined by two-way ANOVA. Data represented are mean ± SD. Scale bar = 20 μm.

To test whether HMTs underlie the rebound of H3K4me3 after cAMP washout, we pretreated cells with a cocktail consisting of HMT inhibitors MI-2 and MM-102 before briefly treating cells with cAMP and following up with washout. Without HMT inhibitors, H3K4me3 rebounds towards baseline levels 3 h 30 min after washout (Fig 5B and D). In contrast, pretreatment with HMT inhibitors abolishes the rebound of H3K4me3 and prolongs cAMP-induced H3K4me3 demethylation after washout (Fig 5B and D), suggesting that HMTs are responsible for H3K4me3 recovery after cAMP-induced H3K4me3 demethylation. Overall, upon activation of cAMP signaling, KDM5 and HMTs work cooperatively in tandem to dynamically regulate H3K4me3, which could consequently alter transcription.

### cAMP induces H3K4me3 demethylation mostly within promoter regions

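H3K4me3 ChIP-seq reads were examined from 9 libraries of primary rat Schwann cells, the glial cells that ensheathe peripheral axons. Of these libraries, 3 came from untreated control cells, 3 from cells collected 30 min after washout and 3 from cells collected 3 h 30 min after washout. Each ChIP library had a genomic input library of the same condition and replicate number, for 18 libraries in all. The membrane-permeable cAMP analog was applied for 30 min before washout, at 50 μM according to the paper, whereas the sample labels give 100 μM in one field and 50 μM in another. The labels of 30 min replicate 3 mention a second sequencing run, for ChIP and for input. The authors trimmed the reads, aligned them to the rat genome Rnor_6.0, removed multi-mapped and duplicate reads, called and merged peaks, and deposited the number of reads counted in each of 16364 merged peaks without normalization. Reads in peaks ranged from 13762905 to 14484777 in the control libraries (median 14439443), from 15350058 to 17160987 at 30 min (median 15980928) and from 14235305 to 15499672 at 3 h 30 min (median 14430202). Between 1855309 and 5678783 further reads per ChIP library lay outside peaks. The input libraries held 27344 to 835518 reads in peaks. After duplicate removal a single-read library keeps each read start once per strand, which limits the reads that a peak can hold. Over the 9 ChIP libraries, 23.6% of the possible read starts were filled in the average peak and 67.5% in the fullest.

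Replicates were compared by a chi-square statistic of their counts over peaks, which has a mean of 1 per degree of freedom for Poisson counts. Control replicates 1 and 2 differed by less than this sampling noise (0.664 per degree of freedom), as did the other control pairs (0.906 and 0.917). Control replicates 1 and 2 held 2817628 and 3683583 reads outside peaks, so they are not copies of each other and were kept as separate libraries. These counts cannot show whether they came from separate cultures. Differential peaks were tested with edgeR's quasi-likelihood test on the counts of all 9 ChIP libraries, with TMM normalization over the reads in peaks and Benjamini-Hochberg adjustment. All 16364 peaks passed edgeR's filter on low counts. This scaling sets the typical peak to no change, so it cannot show a change that all peaks share.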

To further understand the impact of cAMP signaling on H3K4me3 in the chromatin, we performed ChIP-seq on Schwann cells briefly treated with cAMP followed by washout. 

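The share of aligned reads that fell in peaks was 81.7% ± 1.76 (SD, n = 3) in control libraries, 76.5% ± 2.24 (SD, n = 3) at 30 min and 84.9% ± 5.08 (SD, n = 3) at 3 h 30 min. Every 30 min library lay below every control library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The 3 h 30 min libraries ranged from 79.1% to 88.5% and were not separated from control (same exact permutation test, p = 0.4). When peaks were scaled to all aligned reads instead of reads in peaks, a scaling chosen after the data were examined, 72.2% of the 16364 peaks had a lower mean at 30 min than in control, and the median log2 change over peaks was -0.07. Among the 10 splits of these 6 libraries into 3 and 3, 5 gave a share as far from 50% (exact permutation test, p = 0.5). On the same scale the median log2 change from 30 min to 3 h 30 min was 0.16. With the reads in peaks as library size and TMM normalization, the median log2 change was 0.02 from control to 30 min and 0.00 from 30 min to 3 h 30 min.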

Consistent with the immunoblot results, cAMP treatment induces a widespread reduction of H3K4me3 peaks 30 min after washout followed by a restoration of H3K4me3 after 3 h 30 min (Fig 6A). Differential peak analysis showed that 1,391 peaks were down-regulated and 856 peaks were up-regulated at 30 min, resulting in an observed net decrease in H3K4me3. 

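With all 9 ChIP libraries in one model, 46 of the 16364 peaks were down-regulated and 87 were up-regulated at 30 min against control (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p-value under 0.05). At an unadjusted p-value under 0.05, 1623 peaks were down-regulated and 1881 up-regulated. The counts depended on the model. It shares 1 estimate of spread per peak over all conditions, including 3 h 30 min, whose replicates varied most. Fitted to the control and 30 min libraries alone it gave 1068 down-regulated and 976 up-regulated peaks, edgeR's exact test on these libraries gave 877 and 1040, and the interaction with input gave 0 and 0, with 325 and 378 at an unadjusted p-value under 0.05. Scaling to all aligned reads gave 33 and 35, with 3836 and 504 at an unadjusted p-value under 0.05. Each of the 6 fits that left out 1 library lowered the counts, to between 1 and 10 down-regulated and between 12 and 45 up-regulated peaks. The lowest, 1 and 12, came without control replicate 2. Of the 46 down-regulated peaks, 27 belonged to the quartile of peaks with the highest mean RCPM, whereas 31 and 33 of the 87 up-regulated peaks belonged to the lowest quartile and the next. The same test on the input libraries, which carry no immunoprecipitation, covered 3320 peaks and gave 0 changed peaks, with 1 at an unadjusted p-value under 0.05. Chance alone would put more of these peaks under that threshold. The input test was therefore too conservative for its 0 to show that the inputs did not differ. The input libraries have low counts and vary more, so the interaction with input has less power too.

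The largest falls among changed peaks were at 3 sites. Peak_1958, on chromosome 6 of Rnor_6.0 from 103376188 to 103376909, went from 13.3 ± 0.558 CPM (SD, n = 3) to 7.38 ± 0.814 CPM (SD, n = 3), counts scaled by TMM library size, a log2 fold change of -0.85 (standard error 0.11, adjusted p = 0.00534 from edgeR's quasi-likelihood test). Peak_16322, on chromosome 13 from 100938529 to 100939872, had a log2 fold change of -0.44 (standard error 0.09, adjusted p = 0.0442). Peak_9936, on chromosome 17 from 43806917 to 43807660, had a log2 fold change of -0.42 (standard error 0.07, adjusted p = 0.0172). By the match described below, Peak_9936 is the peak of *LOC684762*, a gene of Tables S4 and S5, so it is not independent of those lists. The largest rises were at Peak_11282 on chromosome 20 (45481451 to 45481798), Peak_12742 on chromosome 1 (24188439 to 24189646) and Peak_7013 on chromosome 7 (137141903 to 137142246), with log2 fold changes of 1.47 (standard error 0.25), 1.27 (0.24) and 1.25 (0.20) and adjusted p-values of 0.0187, 0.0357 and 0.0156 from the same test. These rises were at low peaks, with 1.15, 3.49 and 1.93 CPM in control. When single libraries were left out, Peak_1958 stayed past the threshold in all fits but the one without control replicate 2 (adjusted p = 0.0545 from edgeR, range over all alternatives 1.75e-11 to 1.00), Peak_7013 stayed past it only without 30 min replicate 3, and the other 4 peaks in none. From its larger number of down-regulated than up-regulated peaks, the paper concludes that H3K4me3 decreased on balance at 30 min.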

Although a trend was observed, differential peak analysis found that 2,364 peaks were down-regulated and 2,277 peaks were up-regulated at 3 h 30 min, resulting in no net increase at 3 h 30 min likely because of the high variability between samples in this condition. 

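Against control, 2919 peaks were down-regulated and 2249 up-regulated at 3 h 30 min in the model of all 9 ChIP libraries (edgeR's quasi-likelihood test, adjusted p-value under 0.05). Against 30 min, 3813 peaks were down-regulated and 2928 up-regulated. Scaled to all aligned reads, which was chosen after the data were examined, the counts became 1322 and 2554 against control and 1668 and 7878 against 30 min, so that most changed peaks were then higher at 3 h 30 min. With single libraries left out, the counts against control ranged from 1696 to 3818 down-regulated and from 1085 to 3136 up-regulated peaks. They fell to 1696 and 1289 without 3 h 30 min replicate 2, and to 1802 and 1085 without control replicate 1. Up-regulated peaks also fell to 1279 without control replicate 2 and to 1473 without 3 h 30 min replicate 3, and those against 30 min fell to 1867 without 3 h 30 min replicate 3. The replicates at 3 h 30 min varied more than those of the other conditions. Their biological coefficient of variation, estimated by edgeR within the condition, was 4.02%, against 1.26% at 30 min and 1.00% in control, where the estimate stood at its lower bound. It fell to 1.80% without 3 h 30 min replicate 1 and rose to 6.77% without replicate 2, while that at 30 min rose to 2.16% without 30 min replicate 2. The chi-square statistic per degree of freedom between replicates was 1.63 to 4.20 at 3 h 30 min and 1.01 to 1.69 at 30 min. No test was made of the difference in spread.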

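RCPM was computed here from the reads in peaks as library size and per kb of peak. By this measure 41.2% of peaks had a lower mean at 30 min than in control (two-sided exact permutation test over the 10 splits, p = 0.1, the smallest possible), and with counts simulated without any change, and with no shift of a whole library, the share lay between 49.4% and 50.9% in 200 simulations. The share was 43.1% with TMM library sizes and 47.3% after loess offsets that remove each library's trend with peak abundance, where the libraries were no longer separated (exact permutation test, p = 0.6). Among the peaks with a lower mean at 30 min, 71.5% were higher again at 3 h 30 min. Because both comparisons share the 30 min libraries, this share is above 50% by chance, and the simulations without change gave 64.3% to 67.8%. Without 30 min replicate 1 the share was 67.6%. This lies inside that range, but the range was simulated with all libraries and was not repeated without this one. Over all 1680 assignments of the 9 libraries to 3 groups of 3, which keep the shifts of whole libraries and were added after the data were examined, the median share was 69.4%, and 727 assignments gave a share at least as high as 71.5% (one-sided exact permutation test, p = 0.433). The share was therefore not beyond the spread between libraries. Of all peaks, 52.5% had a higher mean at 3 h 30 min than at 30 min. Of the 46 peaks called down-regulated at 30 min, 34 were called higher at 3 h 30 min than at 30 min and 0 lower, and 11 were still called lower than in control. These peaks were selected for low counts in the same 30 min libraries, so that a later rise is more likely by chance, and its size without any change was not computed for called peaks.

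Peaks were then divided into quartiles by their mean over all 9 ChIP libraries. Quartile 4, with the most reads, had an RCPM of 54.5 ± 0.167 (SD, n = 3) in control, 53.1 ± 0.567 (SD, n = 3) at 30 min and 55.3 ± 1.12 (SD, n = 3) at 3 h 30 min. Quartile 3 had 38.0 ± 0.0231 in control, 38.0 ± 0.114 at 30 min and 38.1 ± 0.0954 at 3 h 30 min. Quartile 2 had 23.7 ± 0.225, 24.7 ± 0.363 and 23.8 ± 0.540, and quartile 1 had 8.78 ± 0.202, 9.90 ± 0.436 and 8.49 ± 0.721. All 3 libraries at 30 min lay below the control libraries in quartile 4 and above them in quartiles 1 and 2 (exact permutation test, p = 0.1 for each), whereas quartile 3 did not differ (exact permutation test, p = 0.9). Scaled to all aligned reads, quartile 4 changed by -8.59% from control at 30 min. The means of quartiles 2 and 3 were then also lower than in control, while that of quartile 1 was still higher, by 5.62%. On this scale the libraries of quartile 2 were not separated (exact permutation test, p = 0.2), while those of quartiles 1, 3 and 4 were (p = 0.1 for each). None of the quartiles differed between control and 3 h 30 min beyond the spread between replicates (exact permutation tests, p = 0.4 to 0.8). With all aligned reads times the TMM factor as library size and quartiles taken within each condition, a setting chosen after the values were seen, the means came within 0.24% of those in Table S2.

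**Figure D1:**
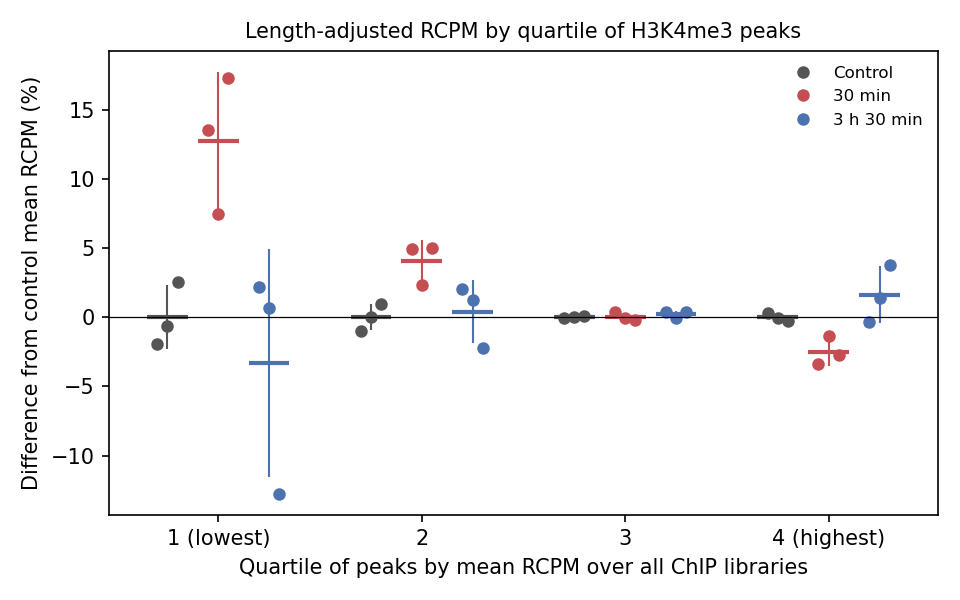
Length-adjusted RCPM of each ChIP library by quartile of peaks, as the difference in percent from the control mean of that quartile. Points are libraries, horizontal bars are means and vertical lines are 1 SD (n = 3 per condition). With the reads in peaks as library size, the mean at 30 min was 12.7% above control in quartile 1 and -2.48% from it in quartile 4.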

About 50% of all H3K4me3 peaks are down-regulated 30 min after washout, which are restored after 3 h 30 min (Table S2). 

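The lists of peaks called in each condition were not analysed here, and the share of called peaks in Fig 6B was not recomputed. The read counts of the 16364 merged peaks give how many of them held reads in every condition, by limits chosen after the data were examined. At least 10 reads were counted in every one of the 9 ChIP libraries in 16283 peaks (99.5%). In 15955 peaks (97.5%), the mean of each of the 3 conditions, scaled to aligned reads, was at least 4 times the level in the pooled input libraries. A further 302 peaks reached that level in 2 conditions, 69 in 1 condition and 38 in none. The level was reached in every single ChIP library at 15572 peaks (95.2%). These limits are not peak calls, so a peak called in one condition only can pass them in the others.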

Interestingly, more than 90% of all called peaks are in the same locations across all three time points (Fig 6B), suggesting that the major changes after cAMP stimulation occur at the same loci. Furthermore, H3K4me3 was found to be highly enriched in gene promoter regions with more than 50% of all H3K4me3 promoter peaks down-regulated 30 min after washout which subsequently return to baseline levels after 3 h 30 min (Fig 6C and Table S3). This effect was seen genome-wide in a diverse set of genes, including *Samd1*, *Fpgt*, and many others (Fig 6D and Tables S4, and S5). 

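The deposited counts do not pair peaks with genes, and Tables S4 and S5 give no positions. Each gene of the tables was therefore matched to the peak whose mean reads per kb lay closest to the paper's FPKM averages, after one scale factor per condition. The matches differed from the tables by at most 0.113%, and the next closest peak was at least 36.1 times further away. Since the peaks were found by their means, only the values of single libraries and the tests add to the tables. CPM values use TMM library sizes, and tests are edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

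The *Samd1* values of Table S4 matched Peak_10382, on chromosome 19 of Rnor_6.0 from 25118477 to 25119535. It had 20.5 ± 1.25 CPM (SD, n = 3) in control, 16.5 ± 0.454 at 30 min and 21.3 ± 1.01 at 3 h 30 min. The log2 fold change was -0.31 from control to 30 min (standard error 0.07, adjusted p = 0.0660) and 0.36 from 30 min to 3 h 30 min (standard error 0.07, adjusted p = 0.00200). The interval drawn for *Samd1* in Fig 6D overlaps another peak, Peak_4499, from 25120637 to 25122004. That peak had 50.2 ± 1.23 CPM in control, 44.9 ± 0.571 at 30 min and 47.4 ± 0.593 at 3 h 30 min, with log2 fold changes of -0.16 (standard error 0.03, adjusted p = 0.0456) and 0.08 (standard error 0.03, adjusted p = 0.136). Its fall at 30 min depended on the setting. It stayed past the threshold in 10 of the alternatives run and lost it in 10. The *Fpgt* peak, Peak_948 on chromosome 2 from 261402118 to 261403568, had 50.4 ± 1.46 CPM in control, 44.8 ± 1.64 at 30 min and 54.0 ± 0.223 at 3 h 30 min. Its log2 fold changes were -0.17 (standard error 0.04, adjusted p = 0.0541) and 0.27 (standard error 0.04, adjusted p = 0.000201). In these 3 peaks every 30 min library lay below every control library and every 3 h 30 min library (exact permutation tests, p = 0.1, the smallest possible).

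*Eln*, the first gene of both tables, matched Peak_8639 on chromosome 12 from 25020773 to 25021867, where single libraries differed within conditions. It held 464, 408 and 7 reads in control replicates 1, 2 and 3, then 11, 11 and 6 reads at 30 min and 511, 4 and 4 reads at 3 h 30 min. The adjusted p-value was 0.120 for the fall at 30 min and 0.0689 for the rise at 3 h 30 min, and without 3 h 30 min replicate 1 the log2 change from 30 min to 3 h 30 min was -1.03. The 20 genes of Table S4 lay at 18 peaks. All 18 were lower at 30 min than in control, 10 of them past an adjusted p-value of 0.05 over all peaks tested and 18 when adjusted over the list alone. The fits that each left out 1 library had 1 to 5 of them past the threshold over all peaks, with 1 without control replicate 2. The 20 genes of Table S5 lay at 19 peaks. All 19 were higher at 3 h 30 min than at 30 min, 18 past the threshold over all peaks, 18 or 19 with single libraries left out, and 19 adjusted over the list alone. The 3 libraries of one condition lay on one side of the other's at 16 of the 18 and 18 of the 19 peaks, where chance gives 10% for peaks not chosen by their change. The authors chose both lists from these libraries for this change, so neither these counts nor the adjustment over the list alone are independent evidence.

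**Figure D2:**
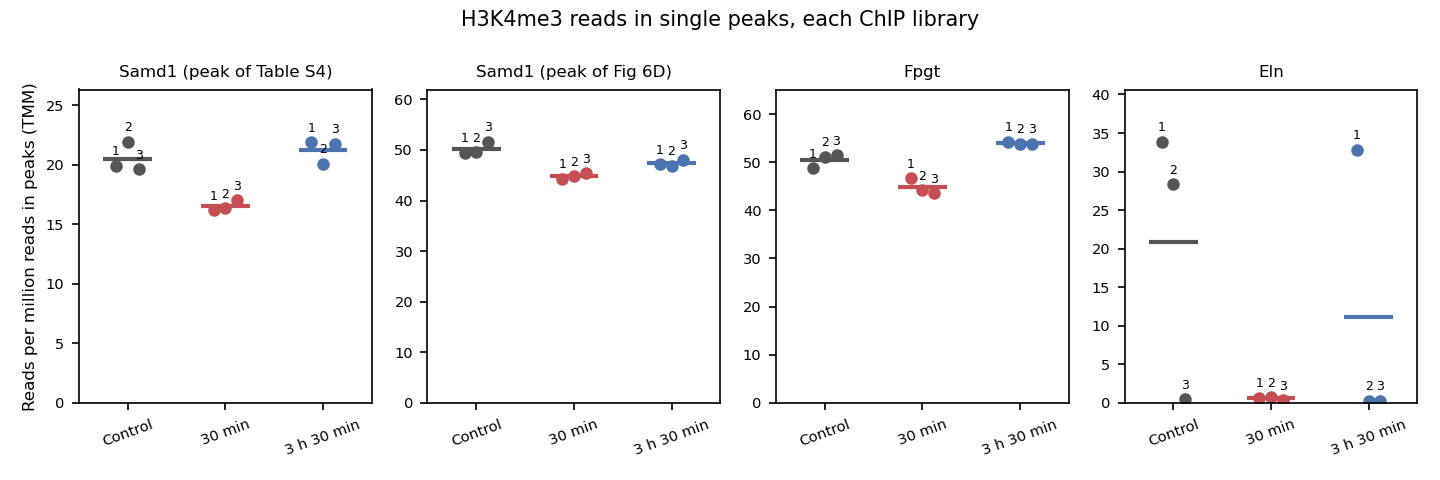
CPM with TMM library sizes in the peaks matched to *Samd1*, *Fpgt* and *Eln* and in the peak under the *Samd1* interval of Fig 6D. Points are single ChIP libraries with their replicate number and bars are means of 3 libraries; for *Eln*, control replicates 1 and 2 and 3 h 30 min replicate 1 hold nearly all reads.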

Overall, our data reveal a novel cAMP signaling pathway which connects periodic GPCR signaling with rapid changes in histone methylation (Fig 7).

Table S2 Length-adjusted global H3K4me3 RCPM after cAMP washout.

Table S3 Length-adjusted promoter H3K4me3 RCPM after cAMP washout.

Table S4 Top 20 genes with decreased H3K4me3 content 30 min after washout.

Table S5 Top 20 genes with increased H3K4me3 content 3 h 30 min after washout.

**Figure 6.**
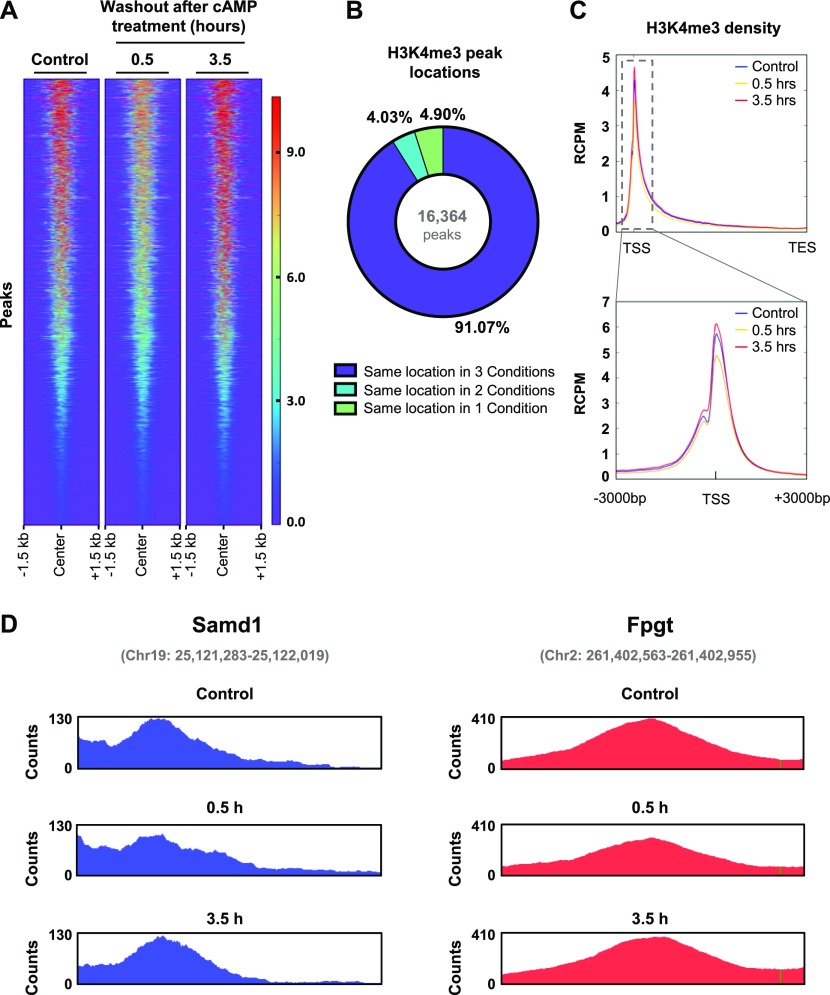
ChIP sequencing reveals that cAMP induces rapid, widespread changes in H3K4me3. **(A)** Heat map of all detected H3K4me3 peaks after brief cAMP (50 μM) treatment followed by washout. **(B)** Chart representing the percentage of peaks called in one condition, two conditions, or all conditions. A vast majority of peaks were called from the same location in every condition. **(C)** Brief treatment with cAMP (50 μM) followed by washout induces peak demethylation of H3K4me3 at promoter regions 30 min after washout. **(D)** Representative H3K4me3 peaks from *Samd1* and *Fpgt* which exhibited H3K4me3 demethylation 30 min after washout and recovery of H3K4me3 after 3 h 30 min. Plots were created using Integrative Genomics Viewer. Peak coordinates are indicated in gray. n = 3 for ChIP sequencing experiment.

**Figure 7.**
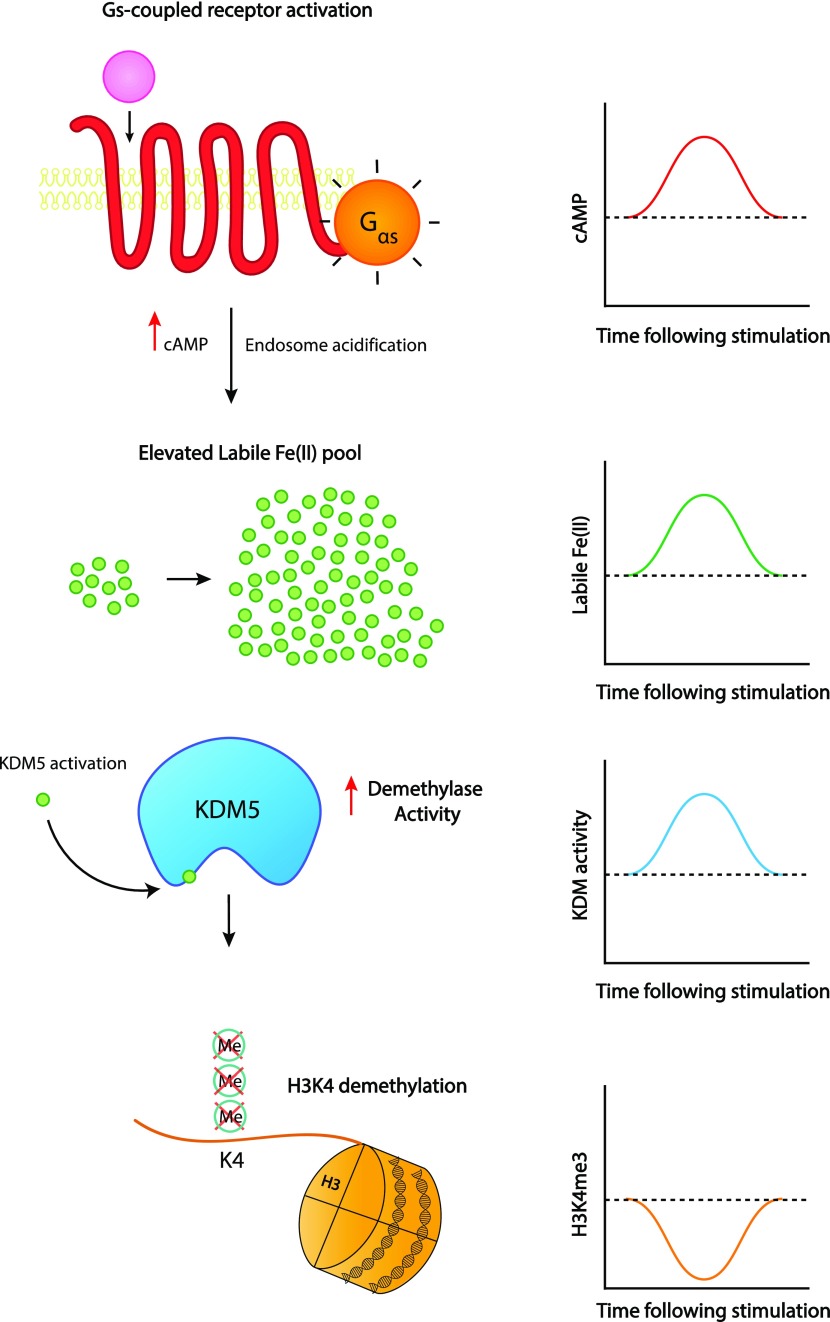
Working model of cAMP-induced H3K4me3 demethylation. Activation of Gs-coupled receptors leads to a transient increase in cAMP, the second messenger, which results in RapGEF-mediated V-ATPase assembly and endosome acidification. Acidification causes release of Fe(III) from transferrin–transferrin receptor complex and is converted to Fe(II) by Steap3 before leaving the endosome and elevating the labile Fe(II) pool. Increased intracellular labile Fe(II) leads to increased activity of KDM5 demethylases and results in transient demethylation of H3K4me3.

## Discussion

Posttranslational modification of histones by methylation is dynamic and reversible, which plays critical roles in development and disease (Greer & Shi, 2012). It is known that certain environment factors, such as dietary consumption of methionine—the precursor of methyl donors—could change the status of histone methylation (Mentch et al, 2015). However, besides methionine metabolism, it remains elusive if and how numerous extracellular molecules affect histone methylation. Membrane receptors such as GPCRs, the largest and most diverse receptor family, sense environmental cues by binding with ligands (Sutherland, 1970). The binding of GPCRs with corresponding ligands triggers intracellular signaling. cAMP is the second messenger of numerous Gs- or Gi-coupled receptors, which upon stimulation increase or decrease intracellular cAMP, respectively. Under physiological conditions, the agonists for GPCRs are often persistent and periodic. Consequently, the level of intracellular cAMP oscillates, like waves (Dyachok et al, 2006). In the current study, we show that transient elevation of intracellular cAMP, by brief stimulation of Gs-coupled receptors or short exposure to membrane-permeable cAMP, causes wave-like changes in H3K4me3—a rapid reduction followed by recovery towards baseline levels. Comparatively, transient reduction of intracellular cAMP by quick stimulation of Gi-coupled receptors initiates an opposite, yet similar wave-like change in H3K4me3—a rapid elevation followed by recovery towards baseline levels. Collectively, our data suggest that extracellular GPCR stimulation via cAMP oscillates with H3K4me3 in the chromatin.

The rapid fluctuation of H3K4me3 by GPCRs appears to be mediated by labile Fe(II), an essential cofactor for JmjC domain–containing demethylases. JmjC domain–containing demethylases contain more than 20 members and can remove methyl group from tri-, di-, and monomethylated histone lysine residues (Justin et al, 2010). Without any stimulation, baseline H3K4me3 remains relatively stable. When Fe(II) is added to the media and enters the intracellular labile Fe(II) pool, methylation at H3K4 especially H3K4me3 is rapidly decreased, suggesting that intracellular labile Fe(II) promotes the catalytic activity of KDM5, which is highly expressed in Schwann cells and antagonizes H3K4 methylation. Our earlier work showed that cAMP signaling regulates the intracellular labile Fe(II) pool through a previously unrecognized pathway involving the noncanonical cAMP target RapGEF2, Rap1 activation, endosome acidification, and subsequent labile Fe(II) release from the endosome (Camarena et al, 2017). We now show that cAMP signaling up-regulates labile Fe(II) via iron cellular uptake. Our results further demonstrate that cAMP enhances the assembly of the V-ATPase, which is responsible for pumping protons into endosomes. Using RapGEF2 null cells, we consolidate that RapGEF2 is essential in the up-regulation of endosome acidification and subsequent labile Fe(II) release by cAMP signaling. It is, thus, plausible that cAMP targets RapGEF2, which activates Rap1 and in turn promotes V-ATPase assembly. This warrants further detailed studies in the future.

Treatment with cAMP or Fe(II) caused widespread demethylation of H3K4me3 but not other trimethylated histone marks. This could be due to a relatively higher expression of KDM5, which antagonizes H3K4 methylation, in Schwann cells. Our existing RNA-seq data revealed that the highest expressed JmjC domain–containing histone demethylases in Schwann cells are KDM5A, KDM5B, and KDM5C, with a combined expression that is 3.2–47.5-fold higher than other KDMs (Table S1). Increased expression of KDM5 could, therefore, explain widespread H3K4me3 demethylation in response to Fe(II) elevation. In addition, H3K4me3 has the highest turnover rate of any trimethylation mark with a half-life of 6 h 48 min (Zheng et al, 2014). It has been posited that this could be due to either (1) an increased basal activity of JmjC domain–containing demethylases which target H3K4me3 or (2) transcription-dependent eviction of nucleosomes near the transcription start site which are enriched in H3K4me3. Furthermore, restriction of methionine, the methyl donor for methyltransferases, in both cells and mice causes a drastic reduction in H3K4me3 compared with other trimethylated histone marks (Mentch et al, 2015; Dai et al, 2018). Although future studies are warranted to elucidate mechanistic processes underlying H3K4me3 turnover, these observations suggest that H3K4me3 is relatively unstable and may, therefore, be more sensitive to demethylation upon cAMP-induced Fe(II) elevation compared with other histone marks.

Continuous treatment with cAMP or stimulation of Gs-coupled receptors elevates intracellular labile Fe(II). To mimic the physiological oscillation of intracellular cAMP, we treated cells in this study briefly with cAMP which induced a relatively transient increase of intracellular labile Fe(II) followed by a decline towards the baseline after washout. The rapid wave-like change in the labile Fe(II) pool correlates inversely with the wave form pattern in H3K4me3 after cAMP treatment and washout. When iron chelators are applied, intracellular cAMP elevation no longer induces any changes in H3K4me3. Thus, periodic activation of GPCRs could constantly change H3K4me3 through oscillations in intracellular cAMP, concurrent fluctuations in labile Fe(II), and subsequent changes in KDM5 activity. Cells are constantly exposed to a barrage of extracellular stimuli and must dynamically respond to them to function and survive. cAMP-induced histone demethylation via GPCR activation could be a signaling mechanism used by the cell to swiftly alter transcription in response to a dynamically changing microenvironment. Using cAMP, the evolutionarily conserved second messenger, repurposes an intracellular process that is not only rapid but also responsive to a diversity of extracellular stimuli which activate GPCRs, thus conferring a more nuanced cellular response to dynamic environmental challenges.

The dynamic fluctuation of histone lysine methylation modulates chromatin structure, genome stability, and ultimately gene transcription (Klose et al, 2006). Our study indicates that this process is also coordinated in response to cAMP signaling. Histone methylation at different lysine residues leads to diverse consequences in transcription. H3K4me3, especially when located in the promoter region, is associated with actively transcribed genes (Santos-Rosa et al, 2002; Guenther et al, 2007; Heintzman et al, 2007). By ChIP-seq, we confirmed that genome-wide H3K4me3 decreases upon treatment with cAMP and recovers towards the baseline after cAMP removal. Changes in H3K4me3 peaks detected by ChIP-seq were relatively modest compared with results obtained via IF or Western blot for overall H3K4me3. It is not exactly clear to us why only modest changes were discovered in the ChIP-seq analysis. 

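The 4091 peaks in the top 25% by mean count covered 41.3% of the length of all peaks. They held 55.1% ± 0.208 (SD, n = 3) of the reads in peaks in control, 54.2% ± 0.325 (SD, n = 3) at 30 min and 54.9% ± 0.421 (SD, n = 3) at 3 h 30 min. All 3 libraries at 30 min lay below all control libraries (two-sided exact permutation test, p = 0.1, the smallest p for 3 libraries against 3), and the 3 h 30 min libraries did not differ from control (exact permutation test, p = 0.5). The top 10%, 1637 peaks with 20.7% of the peak length, held 29.1% ± 0.136 of the reads in control, 28.6% ± 0.189 at 30 min and 28.9% ± 0.210 at 3 h 30 min.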

We found that very high percentage of reads reside within large peaks, which may consequently affect the read coverage in other relatively smaller peaks that could be altered by the treatment. This read coverage bias towards large peaks may explain the relatively modest changes by ChIP-seq analysis. Although the fold changes detected in the genomic analysis are modest, they were found to be statistically significant and may nonetheless be biologically relevant to transcription. 

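Over all 16364 peaks, the median absolute log2 fold change was 0.06 from control to 30 min, and 95% of the peaks changed by less than 0.32. Among the 133 peaks past an adjusted p-value of 0.05 (edgeR's quasi-likelihood test), the median absolute change was 0.23, and 5 changed by more than 2-fold. With single libraries left out the median was 0.31 to 0.36 over fewer changed peaks, and 0 to 3 of them changed by more than 2-fold, with 0 without 30 min replicate 1 or any one of the control replicates. Over the 2044 changed peaks of the fit to control and 30 min alone, the median was 0.13. From control to 3 h 30 min the median absolute log2 fold change was 0.10 over all peaks and 0.19 over the 5168 changed peaks, of which 224 changed by more than 2-fold. This number was 399 without 3 h 30 min replicate 1 and 143 without replicate 3. A comparison with overall H3K4me3 by IF or Western blot was not made here.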

H3K4me3 is known to be co-transcriptionally deposited (Woo et al, 2017). Although H3K4me3 is classically associated with the promoters of transcriptionally active genes, it remains unclear whether cAMP-induced H3K4me3 is a consequence or a determinant of the differentially transcribed genes. It is known that cAMP has an impact on transcription (Montminy, 1997). Currently, it is believed that PKA-dependent phosphorylation of the transcription factors cAMP response element-binding protein (CREB), cAMP response element modulator (CREM), and activating transcription factor (ATF) are principally responsible for changes in gene expression after cAMP signaling. However, our data show an alternative mechanism, whereby cAMP signaling induces swift changes in labile Fe(II) to alter KDM activity and subsequently cause rapid changes in H3K4me3, which could potentially alter transcription independently of PKA and other canonical cAMP targets. Furthermore, we previously reported that cAMP signaling could affect the transcriptome by DNA demethylation (Camarena et al, 2017). Now it is likely that GPCRs, via cAMP signaling, may regulate gene transcription through three mechanisms: PKA-dependent transcription factors, DNA methylation, and histone methylation. Future studies are warranted to dissect how cAMP signaling coordinates these three mechanisms in gene transcription.

By regulating the intracellular labile Fe(II) pool, GPCRs via cAMP affect demethylation of both DNA and histones. Because Fe(II) is tightly controlled within the cell (Dunn et al, 2007), there could be a competition between TET-mediated DNA demethylation and JmjC-mediated histone demethylation. It is unclear if and how histone demethylation interacts with DNA demethylation under the influence of cAMP signaling. In this study, we mainly examined primary cultured Schwann cells which are not plagued by mutations as in most cell lines. Furthermore, these cells grow slowly which allows us to examine the impact of GPCRs on histone methylation without frequent cell cycle interference. The regulation of histone demethylation could be a general effect of cAMP signaling, as the suppression of H3K4me3 by cAMP was also verified in A2058 melanoma cells. A2058 cells, like Schwann cells and melanocytes, are of neural crest origin and may share similar JmjC domain–containing histone demethylase expression profiles, which could explain why H3K4me3 is preferentially demethylated in both cell types. Because all JmjC domain–containing histone demethylases use Fe(II) for demethylase activity, it is expected that cAMP signaling would fluctuate different histone marks depending on the JmjC histone demethylase expression profile of a given cell type. Furthermore, nearly 50% of all marketed drugs target various GPCRs, many of which are transduced through cAMP signaling. However, the impact of these drugs on the demethylation of DNA and histones has been overlooked. Other agents such as caffeine in beverages and bicarbonate, the baking soda, could change the epigenome by directly elevating intracellular cAMP. These drugs and agents may exert a long-lasting impact on human health, disease, and even inheritance through epigenetic mechanisms which are just now being elucidated.

In conclusion, GPCRs regulate JmjC-mediated histone demethylation through cAMP signaling and intracellular labile Fe(II). This previously unrecognized function of cAMP signaling could have wide-reaching implications in human health and disease.

## Materials and Methods

### Cell culture

Primary cultured Schwann cells were isolated from 3-mo-old Fisher rat sciatic nerves as previously described (Monje, 2018). Briefly, nerves were cut into small segments, incubated in vitro for 10 d in DMEM medium containing 10% heat-inactivated FBS and allowed to degenerate. Degenerated nerve explants were dissociated using a 0.25% dispase/0.05% collagenase solution and the resulting cell suspension was plated on poly-L-lysine-coated dishes (Sigma-Aldrich). Purified primary Schwann cells were expanded up to passage one in DMEM media containing 10 nM neuregulin (recombinant heregulin-β1) and 2 μM forskolin. Experiments were performed on Schwann cells between three and six passages and plated on glass coated with poly-L-lysine and laminin from Engelbreth-Holm-Swarm murine sarcoma basement membrane. Schwann cells were grown for experiments in DMEM supplemented with 10% FBS and without neuregulin or forskolin.

For cAMP washout experiments, Schwann cells were treated with 8-CPT-cAMP (8-(4-chlorophenylthio) adenosine-3′,5′-cyclic monophosphate) for 30 min, washed quickly with PBS, and then given new DMEM media. The cells were collected at the following time points after washout: 0 (30 min of treatment, collect without washing), 30 min (30 min of treatment, wash, replace media, and collect after 30 min), and 3 h 30 min (30 min of treatment, wash, replace media, and collect after 3 h 30 min). For experiments involving inhibitors, all cells were pretreated and resupplied with the inhibitor following washout.

### Immunoblot

After treatment, the cells were washed with PBS and lysed with radioimmunoprecipitation assay (RIPA) buffer buffer containing phosphatase and protease inhibitors. Cell lysates were resuspended in Laemmli SDS sample buffer (60 mM Tris–HCl, 1% SDS, 10% glycerol, 0.05% bromophenol blue, pH 6.8, and 2% β-mercaptoethanol) and then subjected to 10% SDS–PAGE. The gels were then transferred to polyvinylidene difluoride (PVDF) membrane for immunoblot. Membranes were then blocked in 5% non-fat skim milk for 1 h and then incubated with primary antibody at 4° overnight. Primary antibodies directed against H3K4me3 (Cat. no. 39915; Active Motif), H3K4me2 (Cat. no. 9725; Cell Signaling), H3K4me1 (Cat. no. 9723; Cell Signaling), H3K9me3 (Cat. no. 39161; Active Motif), H3K27me3 (Cat. no. 39156; Active Motif), H3K36me3 (Cat. no. 61101; Active Motif), and H3 total (Cat. no. 39763; Active Motif) were used. Membranes were then washed three times before incubating with peroxidase-conjugated secondary antibody. Protein bands were detected using a chemiluminescence kit (Millipore).

### IF

Cells were seeded onto 24-well plates containing 12-mm glass coverslips at 10,000–50,000 cells per well. After treatments were performed, the cells were fixed with 4% PFA, blocked with 5% bovine serum albumin, and 0.4% Triton X-100 in PBS for 1 h, then incubated with anti-H3K4me3 primary antibody (Cat. no. 39915; Active Motif, 1:1,000) at 4° overnight. The cells were then incubated with Alexa Fluor 488–conjugated donkey antirabbit IgG (1:1,000) and counterstained with DAPI.

### Image acquisition and analysis

Images from IF experiments were captured using a Zeiss LSM 710 confocal microscope at a bit depth of 8 and into a 512 × 512 frame size. Fluorescence intensity was quantified using Fiji (ImageJ) (Schindelin et al, 2012). Pixel intensity values were averaged 16 times and measured from every cell within the image field from a minimum of five fields per condition (∼450 cells total). The intensity values from every cell within the image field were plotted and analyzed by one- and two-way *ANOVA* with Tukey’s post hoc test and Bonferroni correction using GraphPad Prism 7 from GraphPad Software.

### Intracellular labile Fe(II) detection

Live cell imaging of labile Fe(II) was measured by FIP-1 probe as previously described (Aron et al, 2016). Briefly, the cells were washed with HBSS (containing calcium and magnesium) and incubated with 10 μM FIP-1 in HBSS for 1 h. The cells were washed three times and maintained in HBSS at 37°C, and live images were acquired for 30 min every 5 min using a Zeiss laser confocal microscope 710. The cells were treated with 8-CPT-cAMP (100 μM) and another 30 min of images were acquired. Media was then washed three times with HBSS and live images were acquired for an additional 1 h 30 min. FIP-1 was excited using a 488-nm laser (“Green” channel and “FRET” channel). “Green” emission was collected using a META detector between 500 and 535 nm, whereas “FRET” emission was collected using a META detector between 555 and 611 nm. The ratio of the green channel/FRET channel was considered as the signal and was pseudo-colored red/yellow. Analysis and quantification were performed using ImageJ. Statistical analyses for multiple comparisons were carried out through one-way *ANOVA* with the Bonferroni correction using the software R. Labile Fe(II) was also detected using TRX-Puro probes as described in our previous studies (Spangler et al, 2016; Camarena et al, 2017).

### Vesicular pH detection

Endocytotic vesicle pH was assessed by pHrodo Red Dextran (Thermo Fisher Scientific) according to the manufacturer’s protocol. Briefly, the cells were washed three times with PBS after cAMP or forskolin treatment and incubated with pHrodo Red Dextran (20 μg/ml) for 20 min in the incubator at 37°. The cells were then washed again and fixed with 4% PFA for 10 min. After fixation, the cells were counterstained with Hoechst 33342 or DAPI. Images were captured by a Zeiss LSM 710 confocal microscopy.

### V-ATPase assembly

This method was performed as previously described (Shao & Forgac, 2004) with small modifications. Briefly, 1 × 10^7^ cells were plated in 10-cm plates. After treatment, the cells were taken to a 4°C cold room and washed twice with ice-cold PBS before collecting in 650 μl of homogenization buffer (250 mM sucrose, 1 mM EDTA, 10 mM Hepes, 1 mM PMSF, protease inhibitor cocktail [Sigma-Aldrich], and phosphatase inhibitor cocktail [Thermo Fisher Scientific]). The cells were lysed by passing with them through a 28G syringe five times. Nuclei and non-fragmented cells were precipitated by centrifuging at 500*g* for 10 min. The membrane fraction was precipitated by ultracentrifugation of the supernatant at 50,000*g* for 2 h. The cytosolic fraction in the remaining supernatant was concentrated using Amicon Ultra 10k centrifugal filters. The membrane and cytosolic fractions were resuspended with RIPA buffer (50 mM Tris–HCl, 150 mM NaCl, 0.1% SDS, 0.5% sodium deoxycholate, and 1% NP40) plus 2% SDS and protease inhibitors and homogenized with three cycles (30 s On/OFF at 4°C in high) in a Bioruptor sonitcator (Diagenode). Protein concentration was determined using the BCA assay (Thermo Fisher Scientific). Before SDS–PAGE, cell lysates were resuspended in SDS sample buffer (60 mM Tris–HCl, 1% SDS, 10% glycerol, 0.05% bromophenol blue, pH 6.8, with 2% β-mercaptoethanol). Samples were subjected to 10% SDS–PAGE (Bio-Rad) and transferred to PVDF membranes (Bio-Rad) for immunoblot. Transfer efficiency was determined by Ponceau S staining (Sigma-Aldrich). PVDF membranes were incubated with blocking solution (TBS containing 0.1% Tween 20% and 5% milk) and were probed with specific antibodies including V_1_A (H00000523-A01; Abnova, 1:1,000) and V_0_D (ab56441; Abcam, 1:1,000). Protein bands were detected using a chemiluminescence kit (Millipore). Band intensity was quantified using Fiji (ImageJ). Relative V-ATPase assembly was determined by measuring the ratio between the subunits V_1_A and V_0_D in the membrane and normalized to the ratio found in control samples.

### *KDM5* siRNA gene silencing

Small short interfering RNA (siRNA) was used to transiently silence *KDM5A*, *KDM5B*, and *KDM5C* in Schwann cells during cAMP experiments. To decrease the expression of KDM5 isoforms, Accell siRNA duplexes targeting *KDM5A* (Cat. no. A-095654-24-0010; Dharmacon), *KDM5B* (Cat. no. A-082318-16-0010; Dharmacon), *KDM5C* (Cat. no. A-095923-14-0010; Dharmacon), and non-targeting Scramble control siRNA (Cat. no. D-001910-01-05; Dharmacon) were used. siRNAs combined and delivered in DMEM containing 2.5% FBS for a final concentration of 1 μM according to the manufacturer’s instructions. After two 72-h transfections, the cells were treated with cAMP and collected after 8 h to assess H3K4me3 via IF.

### ChIP-seq

Schwann cells were cultured in 150-mm plates until confluency and chromatin was collected using the ChIP-iT High Sensitivity Kit (Cat. no. 53040; Active Motif) as instructed by the manufacturer. Briefly, the cells were fixed with 1% formaldehyde for 15 min, collected via scraping, and then sonicated using a Bioruptor Pico (Diagenode). DNA was sheared to 200-bp fragments and chromatin-containing H3K4me3 was immunoprecipitated overnight at 4° while rocking. Antibody was pulled down using Protein G beads and separated via chromatography. Chromatin samples were de-crosslinked and DNA was purified using the provided purification columns. Enriched DNA and the unprecipitated genomic input controls were prepared for sequencing using the NEBNext Adaptor Ligation kit (New England Biolabs Inc.). Input and ChIP samples were sequenced on a HiSeq-3000 single-read 75-bp flow cell.

Reads were trimmed with trim_galore to remove low-quality bases from reads (scores <20 in Phred+33 format), and Illumina adapters. Sequence reads were aligned to the rat genome (Rnor_6.0, Ensembl.org) using Burrows-Wheeler Alignment tool (Li & Durbin, 2009). Multi-mapped reads were removed using SAMtools and duplicate reads were removed using PicardTools (https://broadinstitute.github.io/picard/) (Li et al, 2009). Peaks were called and filtered using the Irreproducible Discovery Rate method developed for the ENCODE project (Li et al, 2011). Briefly, peak calling was performed with MACS2 using the narrow peak mode and a relaxed threshold of 0.001 (Zhang et al, 2008). Peaks between treatments were merged and a total of 16,364 peaks were investigated further. Reads within peak regions were quantified using HT-Seq-count and differential enrichment was calculated using edgeR (Robinson et al, 2010; Anders et al, 2015).

### Statistical analysis

Quantitative data are presented as the mean and SD. GraphPad Prism was also used to analyze data and generate graphs. *t* test and one-way *ANOVA* were used to compare two or more groups, respectively, and *P* < 0.05 was considered as statistically significant.

## Data Availability

ChIP sequencing data have been deposited in Gene Expression Omnibus (accession: GSE125728).

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

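H3K4me3 was measured by ChIP-seq in primary rat Schwann cells without treatment, 30 min after washout of cAMP and 3 h 30 min after washout, with 3 libraries per condition and a genomic input library for each. Conditions and replicate numbers were taken from the sample labels and the paper. The paper gives 50 μM cAMP, and the labels give 100 μM in one field and 50 μM in another.

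The authors trimmed the reads, aligned them to Rnor_6.0, removed multi-mapped and duplicate reads, called peaks with MACS2, filtered them by the Irreproducible Discovery Rate, merged the peaks of the treatments and counted reads with HTSeq-count. The deposited values are raw counts of reads per merged peak, with no normalization. The counts of the 18 single libraries and of the combined table were checked against each other, and 0 values differed. Lines that hold HTSeq-count's own classes, such as reads outside every peak, were left out of library sizes and tests. These lines held 17.0% to 20.3% of the reads of the control ChIP libraries, 20.9% to 24.9% at 30 min, 11.5% to 20.9% at 3 h 30 min and 96.5% to 98.9% of the input libraries. The peaks were 275 to 16058 bp wide with a median of 1540 bp, and 37 lay on unplaced scaffolds.

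Changed peaks were tested with edgeR 4.0.16 in R 4.3.3, using the quasi-likelihood fit of all 9 ChIP libraries with TMM normalization, edgeR's filter on low counts, a term for condition and a Benjamini-Hochberg adjusted p-value under 0.05. Input libraries were tested in the same way. The 9 ChIP libraries held 13762905 to 17160987 reads in peaks, and edgeR's biological coefficient of variation over them was 1.96%. For the input libraries it was 26.8%. On simulated counts with the means and library sizes of the 16364 real peaks, 200 of which were changed by 0.5 on the log2 scale, the model recovered 170 of the changed peaks and made 11 false calls. When a trend with peak abundance was added at 30 min, 80 false calls were made, and 9 with loess offsets. These simulations gave every condition the same spread, whereas the real replicates varied most at 3 h 30 min. They therefore cannot give the rates of recovery and false calls for the real libraries. RCPM was computed from the reads in peaks as library size and per kb. Comparisons of one value between conditions used exact permutation tests over the 10 splits of 6 libraries, which cannot give a p-value under 0.1. The chi-square statistic between replicates was tested on simulated data and gave 0.999 per degree of freedom over 16364 peaks for Poisson counts.

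The choice of named peaks, the tests and the alternatives listed below were set before the data were examined. The named peaks were *Samd1* and *Fpgt* at the positions in Fig 6D, *Eln*, and the 3 peaks with the largest fall and the 3 with the largest rise at 30 min among changed peaks whose 30 min libraries all lay on one side of the control libraries. All 133 changed peaks met the last condition. The match of genes to peaks by the values of Tables S4 and S5, the second *Samd1* peak, the scaling to all aligned reads, the counts of peaks present in every condition, the permutation test over 1680 assignments of libraries and the peaks named in the closing section were chosen after the data were examined.

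These alternatives were library size without TMM, DESeq2 1.42.0, loess offsets with a span of 0.3, unadjusted p-values, an adjusted p-value under 0.01, no filter, at least 10 counts in every ChIP library, only the compared conditions in the fit, edgeR's exact test, the replicate number as a block, each library left out, and the interaction of ChIP with condition over 18 libraries. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for the other calculations, and matplotlib 3.10.9 for figures.

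No gene annotation of Rnor_6.0 was used here. Promoter peaks, a list of cAMP-responsive genes and the choice of a gene's peak by its transcription start site were therefore not analysed. RNA-seq, immunoblots and IF were not analysed here.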

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

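The edgeR tests of changed peaks and the counts of other splits of the libraries were set before the data were examined. So were the loess offsets and the fits that left out a library. The other tests in this part, and the use of these results to weigh explanations, were chosen after the results were seen.

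The change from control differed between 30 min and 3 h 30 min at 6741 peaks, by the direct test of 3 h 30 min against 30 min in which the shared control libraries cancel out. Of the 10 splits of the 6 libraries, 1 gave as many changed peaks, the real one, and the largest other split gave 0. The real split of 30 min and control gave 133 changed peaks and every other split 0, and that of 3 h 30 min and control gave 5168 and at most 5 elsewhere, so that 1 of 10 splits was as large in each comparison. A share of 1 in 10 is the smallest that this design can give, so the number of splits by itself does not exclude a grouping by chance. A trend with peak abundance between libraries is argued against as the whole cause of the changed peaks, since 111 peaks at 30 min and 5411 at 3 h 30 min were still changed against control after loess offsets had removed it, 78 and 4655 of them the same peaks in the same direction. A greater number of reads in peaks is argued against as the cause at 3 h 30 min against control. Without 3 h 30 min replicate 1, the other libraries of that condition held 14235305 and 14430202 reads in peaks, within the range of the control libraries, and 6954 peaks were changed, 4978 of them the same as with all libraries. In replicates 2 and 3 at 3 h 30 min, 87.2% and 88.5% of reads fell in peaks, above all control libraries (79.7% to 83.0%). A difference in immunoprecipitation between the libraries was not tested and stays open. For the comparisons with 30 min, whose libraries were deeper, depth stays open, and an effect of cAMP stays open in all comparisons.

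The paper does not report on the input libraries by themselves. Of the input reads, 3.55% fell in peaks in 30 min replicate 3, 2.95% in control replicate 3 and 2.31% in 3 h 30 min replicate 2, against 1.05% to 1.47% in the other 6 inputs. ChIP reads carried over into these inputs would add most reads where ChIP is densest. The excess of input reads per kb was 1.17 times as high in the densest quartile of peaks as in the least dense, whereas the ChIP reads per kb differed 5.78 times, which argues against carry-over as the whole cause. Greater depth is argued against for 3 h 30 min replicate 2, whose input had 7505219 reads outside peaks against 8158084 in that of replicate 3, and yet 2.00 times its share in peaks. The inputs of control replicate 3 and 30 min replicate 3 were the deepest, the less deep of them by 2.77 times over the deepest other input, so for these the depth cannot be told apart from other differences between the libraries. How the input chromatin was sheared was not tested, and no biological explanation was tested. The input libraries showed 0 changed peaks between conditions, with 1, 40 and 38 peaks at an unadjusted p-value under 0.05 for 30 min against control, 3 h 30 min against control and 3 h 30 min against 30 min. Chance alone would put more of the tested peaks under that threshold, so the 0 does not show that the inputs did not differ. With 0 in the real split, all 10 of the 10 splits give at least as many by construction, so the count of splits says nothing here. In the comparison of 30 min and control, the split that put control replicates 2 and 3 with 30 min replicate 3, and so both of the deepest inputs together, gave 442.

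The *Eln* peak was not alone in having reads in some libraries of a condition and almost none in others. With at least 10-fold between libraries of 1 condition and at least 100 reads in the higher one, 3 more peaks on numbered chromosomes shared its pattern. Peak_5923 on chromosome 4 (170856817 to 170857208) held 97, 100 and 3 reads in the control libraries and 129, 1 and 0 at 3 h 30 min. Peak_7999 on chromosome 10 (40742447 to 40743564) held 275, 247 and 1 reads in control and 304, 2 and 4 at 3 h 30 min. Peak_8957 on chromosome 14 (6673772 to 6674650) held 153, 144 and 4 reads in control and 214, 3 and 5 at 3 h 30 min. At 30 min these 3 peaks held 3 to 9 reads in each library. cAMP treatment is argued against as the cause, because over the 4 peaks the control libraries themselves differed 69.4 times in reads relative to library size. A loss of the loci is argued against for the 30 min cells, whose inputs held 117 reads in these peaks, 0.946 times the number expected from their width. A difference between the animals or cultures behind the libraries, and DNA from another source, stay open and were not tested.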

How the results depend on the processing

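Counts of changed peaks at 30 min against control depended on the model, in both directions. In place of 46 down-regulated and 87 up-regulated peaks there were 1068 and 976 with only these 2 conditions in the fit, 877 and 1040 with edgeR's exact test on them, 1623 and 1881 at an unadjusted p-value under 0.05, and 5 and 17 at an adjusted p-value under 0.01. The interaction with input over 18 libraries gave 0 and 0, with 325 and 378 peaks at an unadjusted p-value under 0.05. The input libraries have low counts and vary more, so this test has less power. The fits that each left out 1 library gave 1 to 10 down-regulated and 12 to 45 up-regulated peaks. Library size without TMM, DESeq2, loess offsets, no filter and the filter of 10 counts stayed within 1.5 times of both counts, and DESeq2 shared 83 of its 118 changed peaks with the 133. With all aligned reads as library size, chosen after the data were examined, there were 33 and 35. With HTSeq-count's class lines kept among the peaks, edgeR's exact test and an unadjusted p-value under 0.05, also chosen afterwards, there were 2047 and 2376. The fit of all 9 libraries shares 1 estimate of spread per peak over the conditions. It includes the 3 h 30 min replicates, which varied most (4.02%, against 1.26% at 30 min and 1.00%, the lower bound, in control). The fit of only the compared conditions and edgeR's exact test leave those libraries out. Whether this explains their higher counts was not tested. For the other changes the cause was not tested either, apart from those that follow from the threshold or from fewer libraries.

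At 3 h 30 min against control, the counts of 2919 and 2249 became 1557 and 925 at an adjusted p-value under 0.01, and up-regulated peaks fell to 1309 with DESeq2. The interaction with input gave 0 and 0 (1010 and 479 at an unadjusted p-value under 0.05), and all aligned reads gave 1322 down-regulated peaks. Across the fits that each left out 1 library, there were 1696 to 3818 down-regulated and 1085 to 3136 up-regulated peaks. At 3 h 30 min against 30 min, up-regulated peaks went from 2928 to 1735 with DESeq2 and 1410 at an adjusted p-value under 0.01, and all aligned reads gave 1668 down-regulated and 7878 up-regulated peaks in place of 3813 and 2928. The interaction with input gave 0 and 0 (1205 and 526 at an unadjusted p-value under 0.05). Leaving out 1 library gave 2666 to 4449 and 1867 to 3720 peaks. The cause was not tested.

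The replicate number as a block gave 74 down-regulated and 170 up-regulated peaks at 30 min, and 61 and 158 together with loess offsets. At 3 h 30 min the replicate block gave 3153 and 2424 peaks against control and 3922 and 3004 against 30 min, and in the inputs 0 changed peaks. Libraries with the same number did not deviate together throughout: the correlations of their deviations from the condition means ranged from -0.20 to 0.33 over the 9 pairs, so the number was not taken to pair them.

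The share of peaks lower at 30 min stayed below 50%, from 40.7% to 43.9% with single libraries left out, and became 72.2% with all aligned reads. The share of these that were higher again was 68.7% with TMM library sizes, 69.2% with loess offsets, 87.5% with all aligned reads and 67.6% to 75.4% with single libraries left out. The lowest, without 30 min replicate 1, lay within the 64.3% to 67.8% simulated without change for all libraries. The simulations were not repeated for the other settings. By the exact permutation test over assignments of the libraries, the share was not beyond the spread between libraries with TMM library sizes (one-sided p = 0.512), loess offsets (p = 0.499) or all aligned reads (p = 0.226). The change of quartile 4 at 30 min stayed below 0 and that of quartile 1 above 0 under all alternatives run. With all aligned reads, -2.48% became -8.59% in quartile 4 and 12.7% became 5.62% in quartile 1. Quartile 3 was close to no change: its 0.0250% at 30 min became -0.230% with TMM, and ranged from -0.139% to 0.154% with single libraries left out, and its 0.219% at 3 h 30 min became -0.519% with TMM. The 0.383% of quartile 2 at 3 h 30 min became -0.340% with TMM and ranged from -0.463% to 1.68% with single libraries left out, and the -3.29% of quartile 1 ranged from -6.05% to 1.43%, the latter without 3 h 30 min replicate 3. With all aligned reads, the means of quartiles 2 and 3 were lower at 30 min (-2.49% and -6.25%) and that of quartile 1 higher at 3 h 30 min (0.261%). The fall of quartile 2 did not separate the libraries (exact permutation test, p = 0.2). With all aligned reads, TMM and quartiles within each condition, quartile 3 went to -0.681% at 30 min, and quartiles 2 and 3 to -0.337% and -0.471% at 3 h 30 min. The cause was not tested.

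The share of reads in the largest peaks, 54.7% over the 9 libraries, became 28.9% for the top 10%, as a smaller set must. It was 54.6% to 54.8% with single libraries left out. The coefficient of variation at 30 min was 1.00% to 2.16% with single libraries left out, and at 3 h 30 min 1.80% to 6.77%. In the control libraries it stood at its lower bound, so it cannot show how little they vary. The peaks of Table S4 past the threshold, 10 with all libraries, numbered 12 by library size and 14 with loess offsets. The other settings were run on these lists after the data were examined. There were 8 with DESeq2, 18 with only the compared conditions or edgeR's exact test, 13 with the replicate block and 16 when it was combined with loess offsets, 16 with all aligned reads, 18 with HTSeq-count's class lines, 0 of 18 with the input interaction, and 1 (without control replicate 2) to 5 with single libraries left out. The peaks of Table S5 past the threshold numbered 18 or 19 in all these settings but the input interaction, which had 0. The cause was not tested.

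The sizes of the changes were also run under the alternatives after the data were examined. At 30 min, the 5 changed peaks over 2-fold became 11 with only the compared conditions, 12 with edgeR's exact test, 2 with loess offsets, 9 with the replicate block, 11 with all aligned reads, 15 with HTSeq-count's class lines and 0 with the input interaction, which called none, and ranged from 0 to 3 with single libraries left out. Their median absolute log2 change of 0.23 became 0.31 with DESeq2, 0.13 with only the compared conditions, 0.15 with edgeR's exact test, 0.20 with loess offsets, 0.18 with the replicate block and loess offsets, 0.47 with all aligned reads and 0.12 with HTSeq-count's class lines, and ranged from 0.31 to 0.36 with single libraries left out. At 3 h 30 min against control, the number over 2-fold ranged from 143 without 3 h 30 min replicate 3 to 399 without replicate 1, and was 0 with the input interaction. The median of 0.19 became 0.25 with DESeq2, 0.29 with all aligned reads and 0.18 with HTSeq-count's class lines, and ranged from 0.19 to 0.23 with single libraries left out. The cause was not tested.

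For single named peaks, the input interaction reversed the log2 change from 30 min to 3 h 30 min of the *Fpgt* peak (-0.14), Peak_9936 (-0.24), Peak_11282 (0.26) and Peak_7013 (-0.27), and that of Peak_7013 at 30 min (-1.16). None of these was past the threshold. The *Eln* change from 30 min to 3 h 30 min ranged from -1.03, without 3 h 30 min replicate 1, to 4.85 with single libraries left out, and that of Peak_7013 ranged from -0.13 to 0.19 with single libraries left out, becoming -0.02 without 3 h 30 min replicate 3 and -0.13 without 30 min replicate 3. Of the other values of single peaks under the alternatives listed in the processing summary, 57 lost the threshold, 22 gained it and 269 did neither. Under those chosen afterwards 1 lost it, 10 gained it and 29 did neither.

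The alternatives for promoter peaks, for the peak with the most reads near a transcription start site and for cAMP-responsive genes were not run, because no annotation of Rnor_6.0 was used here.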

Differences from the paper's values

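At 30 min against control, 46 peaks were down-regulated against the paper's 1391. Of the alternatives set before the data were examined, the fit of only these conditions (1068) and the unadjusted p-value under 0.05 (1623) came within 1.5 times of the paper's count, and the others did not. Up-regulated peaks numbered 87 against the paper's 856. The fit of only these conditions (976) and edgeR's exact test (1040) came within 1.5 times of it, and the others did not. With HTSeq-count's class lines kept and edgeR's exact test at an unadjusted p-value under 0.05, chosen after the values were seen, there were 2047 down-regulated peaks, also within 1.5 times, and 2376 up-regulated peaks, which were not. None of the settings reached either count exactly.

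The paper's text does not name the condition that 3 h 30 min was compared with. Against 30 min, 3813 peaks were down-regulated against the paper's 2364. Of the alternatives set before the data were examined, within 1.5 times of it were DESeq2 (2956), the fit of only these conditions (3235), an adjusted p-value under 0.01 (2548), and the fits without 3 h 30 min replicate 2 (2861) or 3 (3061) or without 30 min replicate 1 (2666), 2 (3178) or 3 (3541), and the others were not. All aligned reads as library size, chosen after the values were seen, gave 1668, also within 1.5 times. Against control, the down-regulated and up-regulated counts were both within 1.5 times of the paper's.

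The paper reports more down-regulated than up-regulated peaks at 30 min. In the model of all ChIP libraries there were fewer, 46 against 87. Among the alternatives set before the data were examined, the fit of only these conditions had more down-regulated (1068) than up-regulated (976) peaks, and the others did not. With all aligned reads as library size, chosen after the values were seen, 33 peaks were down-regulated and 35 up-regulated, and at an unadjusted p-value under 0.05 there were 3836 and 504.

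Table S4 lists genes as decreased at 30 min that were lower here but not past an adjusted p-value of 0.05 (edgeR's quasi-likelihood test). These were *Eln* (0.120), *Samd1* (0.0660), *Pdss1* (0.0525), *Gmcl1* (0.0573), *Slc25a23* (0.113), *Ctgf* (0.0947), *Trim68* (0.0885), and *Fpgt* with *Lrriq3*, which share a peak (0.0541). Each of them was past it in the fit of only these conditions and with edgeR's exact test, and in the setting with HTSeq-count's class lines, chosen after the values were seen. *Samd1*, *Pdss1*, *Gmcl1* and *Fpgt* with *Lrriq3* were past it with loess offsets, *Pdss1* and *Fpgt* with *Lrriq3* by library size without TMM, and *Ctgf* with DESeq2. The replicate block called *Eln*, *Pdss1* and *Ctgf*, and the replicate block with loess offsets called *Eln*, *Samd1*, *Pdss1*, *Gmcl1*, *Slc25a23* and *Fpgt* with *Lrriq3*. All aligned reads as library size, chosen after the values were seen, called all but *Slc25a23* and *Trim68*. In Table S5, *Eln* was not past it at 3 h 30 min against 30 min (0.0689). It was with loess offsets, with the replicate block with or without them, without 3 h 30 min replicate 2 or 3, and in both settings chosen after the values were seen, and its adjusted p-values ranged from 0.00414 to 0.765 over the alternatives set before the data were examined.

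Fig 6D shows *Samd1* as recovering at 3 h 30 min. In the peak under the interval of that panel, the log2 change from 30 min to 3 h 30 min was 0.08 with an adjusted p-value of 0.136, whereas the peak that matches the *Samd1* values of Tables S4 and S5 is a different one, with a change of 0.36. With all aligned reads as library size, chosen after the values were seen, the change in the peak under the interval was 0.23 with an adjusted p-value of 0.00248, and over the alternatives set before the data were examined its adjusted p-value ranged from 0.100 to 0.961.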

Other observations

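Apart from the edgeR calls of changed peaks, the tests in this part were chosen after the results were seen.

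Relative to the other peaks, tall peaks lost and low peaks gained reads at 30 min. The ratio of quartile 4 to quartile 1 was 6.21 ± 0.160 (SD, n = 3) in control, 5.37 ± 0.288 at 30 min and 6.56 ± 0.716 at 3 h 30 min (exact permutation test, p = 0.1 for 30 min against control, the smallest possible, and p = 0.6 for 3 h 30 min against control). More background reads inside the peaks are argued against as the cause, since the added reads would give 6.25% of the gain of quartile 1. A candidate explanation is that positions fill up in tall peaks of deeper libraries, because duplicates were removed from single reads. In 8 of 9 pairs of libraries within a condition, the library with more reads in peaks had the lower ratio. The slope of the log2 ratio on log2 reads in peaks within conditions was -0.98 (standard error 0.54, exact permutation test over 216 orders, p = 0.134). It would give a log2 difference of -0.18 between 30 min and control, where -0.21 was observed. Counts of control replicates in the densest decile of peaks, where 46.8% of the read starts were filled, varied less than Poisson counts, with a chi-square per degree of freedom of 0.334 to 0.468, against 0.988 to 1.46 in the least dense decile. The other conditions did not share this throughout. In the densest decile the statistic was 0.749 to 1.28 between replicates at 30 min and 1.26 to 4.19 at 3 h 30 min. In a simulation over 16364 peaks in which each read start is kept once, the densest decile gave 0.534. All 30 min libraries but 1 were deeper than every other library, so depth and an effect of cAMP on tall peaks cannot be told apart here.

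The lower share of reads in peaks at 30 min also went with depth. In 9 of 9 pairs of libraries within a condition, the library with more aligned reads had the lower share. Since reads outside peaks themselves add to the depth left after duplicate removal, this relation does not separate depth from a weaker immunoprecipitation or from less H3K4me3, and these cannot be told apart without reads counted before duplicate removal or an added reference chromatin.

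Further peaks with at least 10-fold between libraries of 1 condition lay on unplaced scaffolds. Peak_2704 held 357, 1449 and 69 reads in control replicates 1, 2 and 3, then 217, 71 and 150 at 30 min and 264, 779 and 175 at 3 h 30 min. Peak_7642 held 228, 818 and 55 reads in control, 151, 48 and 88 at 30 min and 178, 467 and 126 at 3 h 30 min. Peak_2701 held 26, 190 and 4 reads in control, 22, 2 and 10 at 30 min and 22, 73 and 21 at 3 h 30 min.

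Of the 87 peaks up-regulated at 30 min, 53 were called lower at 3 h 30 min than at 30 min and 2 higher, while 40 were called higher than in control at 3 h 30 min. These peaks were selected by the same 30 min libraries, which by itself favors a later fall, and no value without change was computed. By quartile, 1344 peaks of quartile 1 were called lower and 131 higher at 3 h 30 min than at 30 min, whereas 332 peaks of quartile 4 were called lower and 1620 higher.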
